# Piwi–piRNA complexes induce stepwise changes in nuclear architecture at target loci

**DOI:** 10.15252/embj.2021108345

**Published:** 2021-08-02

**Authors:** Yuka W Iwasaki, Sira Sriswasdi, Yasuha Kinugasa, Jun Adachi, Yasunori Horikoshi, Aoi Shibuya, Wataru Iwasaki, Satoshi Tashiro, Takeshi Tomonaga, Haruhiko Siomi

**Keywords:** chromatin conformation, heterochromatin formation, nuclear localization, RNA silencing, transcriptional regulation, Chromatin, Epigenetics, Genomics & Functional Genomics, RNA Biology

## Abstract

PIWI‐interacting RNAs (piRNAs) are germline‐specific small RNAs that form effector complexes with PIWI proteins (Piwi–piRNA complexes) and play critical roles for preserving genomic integrity by repressing transposable elements (TEs). *Drosophila* Piwi transcriptionally silences specific targets through heterochromatin formation and increases histone H3K9 methylation (H3K9me3) and histone H1 deposition at these loci, with nuclear RNA export factor variant Nxf2 serving as a co‐factor. Using ChEP and DamID‐seq, we now uncover a Piwi/Nxf2‐dependent target association with nuclear lamins. Hi‐C analysis of Piwi or Nxf2‐depleted cells reveals decreased intra‐TAD and increased inter‐TAD interactions in regions harboring Piwi–piRNA target TEs. Using a forced tethering system, we analyze the functional effects of Piwi–piRNA/Nxf2‐mediated recruitment of piRNA target regions to the nuclear periphery. Removal of active histone marks is followed by transcriptional silencing, chromatin conformational changes, and H3K9me3 and H1 association. Our data show that the Piwi–piRNA pathway can induce stepwise changes in nuclear architecture and chromatin state at target loci for transcriptional silencing.

## Introduction

Gene expression can be modulated by subnuclear localization (van Steensel & Furlong, 2019). Representatively, heterochromatin segregates spatially from euchromatin and is localized preferentially toward the nuclear periphery and surrounding the nucleolus (Pombo & Dillon, 2015). Indeed, gene distribution relative to the nuclear lamina influences both chromatin organization and gene regulation (Gonzalez‐Sandoval & Gasser, 2016; van Steensel & Belmont, 2017). Genome‐wide detection of regions interacting with the nuclear lamina is possible using DamID (Pickersgill *et al*, 2006). Such analyses have revealed lamina‐associated domains (LADs) with specific chromosomal characteristics and gene regulatory functions (Harr *et al*, 2016). Recent studies in mouse ES cells and *Drosophila* have shown that nuclear lamin depletion alters chromatin conformation and gene expression within specific chromatin regions (Zheng *et al*, 2018; Ulianov *et al*, 2019). Artificial tethering of chromatin regions to the nuclear periphery has revealed the impact of lamins on transcription, but regions tethered to lamins do not uniformly show transcriptional silencing (Finlan *et al*, 2008; Kumaran & Spector, 2008; Reddy *et al*, 2008). Whether a chromatin region is affected or not depends on attributes including histone modifications and is highly context‐dependent. Little is known about the mechanisms underlying this context dependence.

At a finer level, the dynamic three‐dimensional (3D) structure of the genome is essential for a range of biological functions (Bonev & Cavalli, 2016). Genome organization is dynamic, but non‐random, comprising transcriptionally active and inactive compartments called A/B compartments (Lieberman‐Aiden *et al*, 2009) that further sub‐divide into topologically associating domains (TADs) with high intra‐domain interactions and low inter‐domain interactions (Dixon *et al*, 2012; Nora *et al*, 2012). High‐throughput chromosome conformation capture, Hi‐C, has revealed that the *Drosophila* genome is organized into TADs bounded by insulator complex proteins, and chromatin state and genome structure are linked at both TAD and compartment levels (Hou *et al*, 2012; Sexton *et al*, 2012). There is mounting evidence that LADs and TADs can function together as genome organizers (Paulsen *et al*, 2017; Borsos *et al*, 2019). However, the molecular mechanisms that act to regulate specific loci in the context of LADs and TADs remain unknown.

The PIWI‐interacting RNA (piRNA) pathway preserves genome integrity by repressing transposable elements (TEs) in animal germ cells (Iwasaki *et al*, 2017; Ozata *et al*, 2019). *Drosophila* Piwi forms effector complexes with piRNAs to transcriptionally silence its targets through heterochromatin formation, which in turn regulates cofactors including H3K9me3 methyltransferase Eggless/SETDB1 (Egg), HP1a, and linker histone H1 (Sienski *et al*, 2012; Le Thomas *et al*, 2013; Rozhkov *et al*, 2013; Sienski *et al*, 2015; Yu *et al*, 2015; Iwasaki *et al*, 2016). Importantly, it has been shown that Piwi–piRNA‐mediated silencing decreases chromatin accessibility, suggesting dynamic regulation of chromatin upon target TE regulation (Iwasaki *et al*, 2016). Recently, it has been identified that the Piwi–Panx–Nxf2–p15 (PPNP a.k.a. Pandas, PICTS, SFiNX) complex plays a central role in bridging target‐associated Piwi–piRNA to chromatin regulation and transcriptional silencing (Batki *et al*, 2019; Fabry *et al*, 2019; Murano *et al*, 2019; Zhao *et al*, 2019). Nxf2, a nuclear RNA export factor (NXF) variant, interacts with Piwi as a member of the PPNP complex and plays an essential role in Piwi–piRISC‐mediated silencing. Nxf2 associates with p15/Nxt1, a co‐adaptor for nuclear RNA export which interacts with the nuclear pore complex (Fribourg *et al*, 2001; Herold *et al*, 2001; Kerkow *et al*, 2012). Nxf2–p15 functions in transposon silencing, unlike Nxf1–p15 which plays a major role in mRNA export. How Nxf2–p15 mediates silencing in the Piwi–piRNA pathway, rather than RNA export, and whether this complex impacts nuclear localization of target RNAs remain unclear. Moreover, whether Piwi–piRNA and its silencing complex, which associate with nascent RNA rather than chromatin, regulate chromatin conformation to trigger heterochromatin formation is unknown. Recent studies indicate that silencing complexes formed by Panx–Nxf2–p15 further associate with the dynein light chain protein, LC8, and form condensates in a dimer‐dependent manner to induce co‐transcriptional silencing (Eastwood *et al*, 2021; Schnabl *et al*, 2021). However, whether Piwi–piRNA regulation impacts nuclear spatial organization *in vivo* is still unrevealed.

Here, using ovarian somatic cells (OSCs), we performed chromatin enrichment for proteomics (ChEP) analysis, a technique capable of detecting global chromatin‐associated protein composition (Kustatscher *et al*, 2014). ChEP analysis showed a decrease in chromatin‐associated lamins (Lamin and Lamin C) upon Piwi depletion. Lamin DamID‐seq analysis revealed that TEs regulated by Piwi–piRISCs interact with the nuclear lamina and become detached upon Piwi or Nxf2 knockdown. This suggests that Nxf2–p15 may recruit Piwi–piRNA targets to the nuclear periphery upon transcriptional silencing. Hi‐C analysis demonstrated that Piwi depletion does not affect overall TAD structure, but results in decreased intra‐TAD and increased inter‐TAD interactions. Interestingly, changes in active histone marks are altered with changes in nuclear localization, while repressive histone marks associated with chromatin conformational change. Forced tethering of Nxf2 to the nascent reporter transcript caused localization of the reporter coding locus to the nuclear periphery along with initiation of transcriptional regulation. These results suggest that regulation of TEs by Piwi–piRNAs is initiated by changes in nuclear localization and removal of active histone marks and then followed by impacts on chromatin conformation and repressive histone marks. These stepwise changes further lead to the formation of stable heterochromatin structure.

## Results

### Piwi–depletion results in a decrease in chromatin‐associated lamins

To identify chromatin factors impacted by Piwi–piRNA regulation, we performed chromatin enrichment for proteome (ChEP; Kustatscher *et al*, 2014) analysis using ovarian somatic cells (OSCs), a cultured ovarian somatic cell line in which piRNA‐guided silencing operates (Niki *et al*, 2006; Saito *et al*, 2009). OSCs were treated with either EGFP‐targeting (control) or Piwi‐targeting siRNAs for RNAi knockdown (KD; Fig EV1A). ChEP analysis can detect global chromatin‐associated protein composition (Kustatscher *et al*, 2014). Therefore, by comparing ChEP data obtained from Control‐ or Piwi‐KD OSCs, we can detect proteins with altered chromatin association levels. This approach identified 25 candidate proteins whose chromatin association was affected upon Piwi‐KD (either increased or decreased, adjusted *P*‐value < 0.05) (Fig 1A; Table EV1). Linker histone H1, which is known to dissociate from chromatin upon Piwi‐KD (Iwasaki *et al*, 2016), was also included in the list of extracted proteins. Gene ontology analysis of 25 candidate proteins revealed that these proteins were linked to chromatin silencing and DNA binding, as expected (Fig 1B). Additionally, terms such as nuclear pore distribution, intermediate filament, and lamin filament were extracted. Closer inspection of the genes listed under these terms revealed that both *Drosophila* Lamin and LaminC are included (Figs 1A and EV1B).

**Figure EV1:**
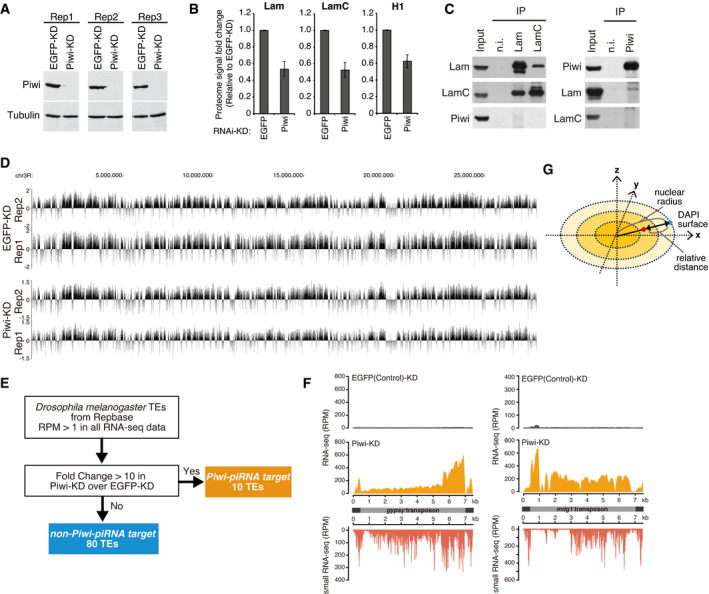
Piwi–piRNA target TEs are tethered to the nuclear periphery RNAi KD of Piwi protein in three replicates, followed by Western blotting (WB). All the replicates show significantly decreased Piwi protein levels.Fold change in extracted ChEP signals for Lam, LamC, and H1 (positive control). Error bars indicate SD (*n* = 3), adjusted *P*‐values < 0.05. Significant decreases in ChEP signals were observed for these proteins.Immunoprecipitation (IP) from OSC lysate using anti‐Lam, LamC, or Piwi antibody, followed by WB using indicated antibodies. Mouse immunoglobulin G (n.i.) was used for control IP. Association between Lam and Piwi could not be detected.Chromosome‐wide DamID‐seq read distribution of Chr3R, showing that replicates have highly similar results. Replicates are therefore merged for further analysis.Of *Drosophila melanogaster* TEs registered in Repbase, those with RPM values > 1 in all RNA‐seq data were extracted. Among those, 10 TEs with > 10‐fold change in Piwi‐KD/EGFP‐KD expression were categorized as “piRNA target TEs”. The other 80 TEs were grouped as “non‐piRNA target TEs”.Density plots for RNA‐seq signals and small RNA‐seq signals over consensus sequences from piRNA target TEs (*gypsy* and *mdg1*) in EGFP (control)‐KD or Piwi‐KD cells. piRNA target TEs are de‐repressed upon Piwi‐KD, and small RNAs are mapped to their antisense direction.Diagram describing the measurement of oligo‐FISH signal from the nuclear periphery. DAPI surface was used to define nuclear periphery. The ratio of the distance from the FISH signal to the DAPI surface against the distance from the DAPI center to the DAPI surface.

**Figure 1:**
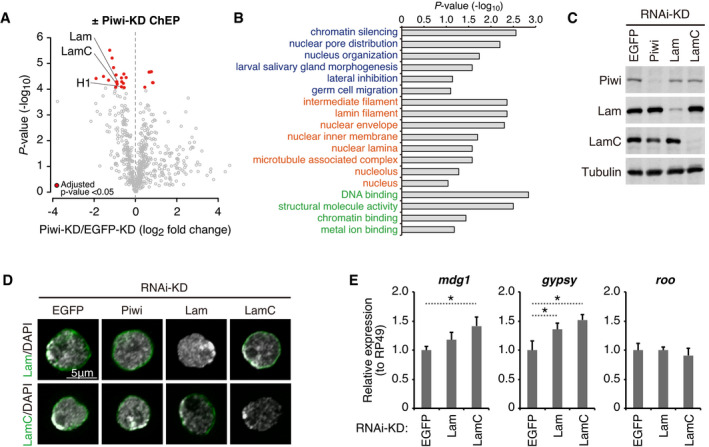
Piwi–depletion results in decreased chromatin‐associated Lamins ChEP analysis using EGFP (control)‐ or Piwi‐KD OSCs. Signals with an adjusted *P*‐value (Bonferroni test) of < 0.05 are highlighted in red. The signals for Lam, LamC, and H1 are labeled within the plots.Gene ontology terms related to proteins with a significant change upon Piwi‐KD using ChEP analysis (adjusted *P*‐value < 0.05). Gene ontology terms from the biological process (blue), cellular component (orange), and molecular function (green) categories are listed along with their *P*‐values (Fisher’s exact test, −log_10_).Western blot showing Piwi, Lam, LamC, and Tubulin (loading control) protein levels upon EGFP (control)‐, Piwi‐, Lam‐, or LamC‐KD. Note that KD of Lam or LamC is not complete since their depletion causes serious cell damage.Immunofluorescence of OSCs transfected with indicated siRNAs, using Lam and LamC antibodies (green). DAPI staining (gray) shows the location of nuclei. Scale bar: 5 μm.Lam‐ or LamC‐KD followed by qRT–PCR of RNA levels for piRNA target (*mdg1* and *gypsy*) or non‐target (*roo*) TEs. Error bars indicate SD (*n* = 3). *P‐value < 0.05 (*t*‐test). Note that the complete depletion of Lam and LamC is impossible since their KD causes severe damage to cells. Source data are available online for this figure.

Knockdown of Piwi did not affect Lam or LamC expression levels (Fig 1C) or localization of lamin proteins to the nuclear periphery (Fig 1D). Additionally, interaction between Piwi and lamin proteins was not detectable (Fig EV1C). However, Lam‐ or LamC‐KD resulted in a slight de‐repression of piRNA target TEs (Fig 1E), suggesting that accession to the nuclear periphery may impact TE repression to some extent. Due to severe damage to Lam‐ or LamC‐KD cells, we could only perform knockdown for 48 h, which cannot completely deplete their expression (Fig 1C). Similarly, double KD of Lam and LamC proteins severely affected cell viability. Incomplete KD may result in the underestimation of its effect on TE de‐repression upon lamin loss. These results together suggest that Piwi does not affect Lamin or LaminC expression or localization. Instead, Piwi‐KD results in decreased association of chromatin regions with the nuclear periphery, and this may have some impact on the regulation of piRNA target TEs.

### Piwi–piRNA target TE regions are tethered to the nuclear periphery in a Piwi‐dependent manner

It is unclear whether the decrease in the association of chromatin with lamins, as indicated by ChEP analysis, is linked to Piwi–piRNA regulation or global changes in cellular conditions upon Piwi‐KD. To investigate this, we next analyzed which chromatin regions lose association with the nuclear periphery or lamins upon Piwi‐KD, using DamID‐seq analysis of Lamin in two replicates (Fig EV1D). Dam‐fused Lamin protein methylates proximal chromatin regions, and the resulting methylated regions can be digested by restriction enzyme (Pickersgill *et al*, 2006). Deep sequencing can then identify regions that were associated with Lamins. The ratio of the resulting reads over background (reads obtained under Dam expression alone) indicates the proximity of sequences to the nuclear lamin. We first compared Lamin DamID‐seq signals from Control‐ and Piwi‐KD samples, for FlyBase‐annotated genes and transposons (Fig 2A). This analysis revealed that though the DamID signal for most FlyBase genes remained consistent upon Piwi‐KD, the signal decreased in certain populations of transposons. For example, *gypsy* insertion at chromosome 2R showed the biggest decrease in DamID signal upon Piwi‐KD. A genome browser view of the genomic region with this *gypsy* insertion indicates a clear decrease of Lamin DamID signal, whereas the region with *gypsy10* and *accord* insertion, which are not targeted by piRNAs, was unaffected (Fig 2B).

**Figure 2:**
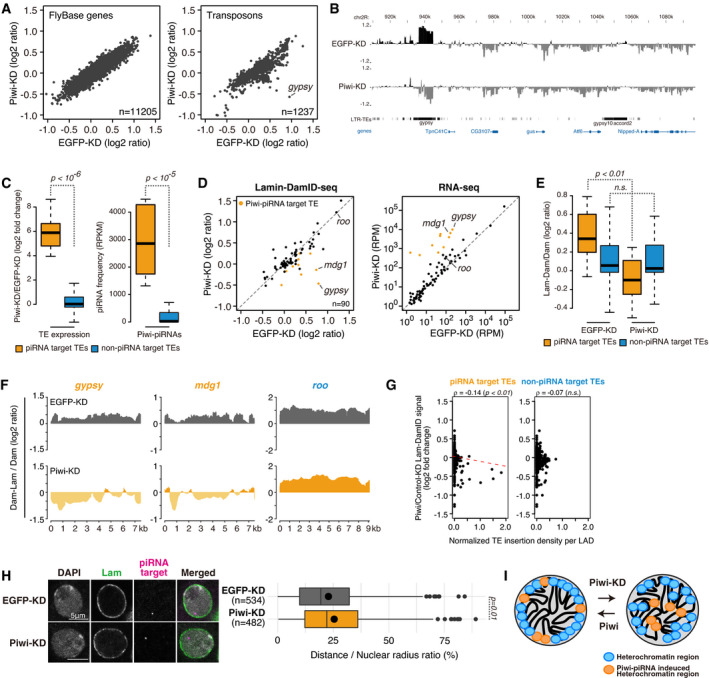
Piwi–piRNA target TEs tethering to the nuclear periphery is Piwi‐dependent Scatterplot of DamID‐seq signals (log_2_ ratio) for FlyBase genes (left) or genome‐integrated TEs (right) in EGFP‐KD (control, *x*‐axis) and Piwi‐KD (*y*‐axis) samples. Both *x*‐ and the *y*‐axis are a log_2_ ratio. *Gypsy* signal with the greatest decrease upon Piwi‐KD is indicated and shown in genome browser view in (B).DamID‐seq signal densities are shown for OSCs with EGFP‐ and Piwi‐KD at genomic regions harboring *gypsy* insertions with the greatest decrease upon Piwi‐KD (indicated in (A)). Neighboring regions are annotated with protein‐coding genes and LTR TEs. Note that this distribution of the reads includes multi‐mapped reads.Boxplots showing fold changes in the expression of piRNA target or non‐target TEs based on RNA‐seq upon Piwi‐KD (left), and the frequency of piRNAs, which target piRNA target TEs or non‐piRNA target TEs (right). Definition of piRNA target and non‐target TEs is in Fig EV1E. Boxplot whiskers, box, and central band show 1.5 times the inter‐quartile range, the first to the third quartile, and median, respectively (*n* = 10 for piRNA target TEs, *n* = 80 for non‐piRNA target TEs). *P*‐values were calculated using the Wilcoxon rank‐sum test.Scatterplot as in (A) for EGFP‐KD (control, *x*‐axis) or Piwi‐KD (*y*‐axis) samples. Values were calculated for 90 TE consensus sequences (one value per one type of TE) (left). Scatterplot of RPM values for the same 90 TE consensus sequences in EGFP‐KD (control, *x*‐axis) or Piwi‐KD (*y*‐axis) samples examined by RNA‐seq (right). The signals for *mdg1*, *gypsy*, and *roo* are labeled within the plots.Boxplot showing DamID‐seq signals of piRNA target or non‐target TEs upon EGFP (control)‐ or Piwi‐KD. Boxplot whiskers, box, and central band show 1.5 times the inter‐quartile range, the first to the third quartile, and median, respectively (*n* = 10 for piRNA target TEs, *n* = 80 for non‐piRNA target TEs). *P*‐values were calculated using the Wilcoxon rank‐sum test.Density plots for DamID‐seq signals over consensus sequences from piRNA target (*gypsy* and *mdg1*, orange) and non‐target TEs (*roo*, blue) in EGFP (control)‐ or Piwi‐KD cells.Dot plot showing the correlation between the normalized density of indicated TEs per LAD (*x*‐axis) and changes in Lam‐Dam/Dam signals upon Piwi‐KD (*y*‐axis). Trend lines are in red. Spearman’s rank correlation rho is indicated along with the *P*‐value (algorithm AS 89).Oligo‐FISH images for the representative piRNA target region, upon EGFP (control)‐ or Piwi‐KD. Gray indicates DAPI staining for DNA, magenta indicates FISH signal, and green indicates Lamin immunofluorescence staining. Scale bar, 5 μm. Ratio of distance from FISH signal to the nuclear periphery (DAPI surface) is quantified at right, and dot in the box plot indicates mean value. Boxplot whiskers, box, and central band show 1.5 times the inter‐quartile range, the first to the third quartile, and median, respectively. *P*‐values calculated with Mann–Whitney *U*‐test.Diagram illustrating relocation of piRNA target TE coding chromosome regions away from the nuclear periphery.

To analyze whether the difference in DamID signal observed among TE types is linked to Piwi–piRNA regulation, we analyzed the expression level and piRNA targeting of TEs by mapping RNA‐seq and small RNA‐seq reads to TE consensus sequences (Iwasaki *et al*, 2016; Data ref: Iwasaki *et al*, 2016). piRNA target TEs which had over 10‐fold de‐repression upon Piwi‐KD were labeled as “piRNA target TEs” (Figs 2C and EV1E). We could confirm that Piwi‐associated piRNAs were mapped specifically to theses TEs (Figs 2C and EV1F). Lamin DamID signals for “piRNA target TEs” decreased upon Piwi‐KD, whereas signals for “non‐piRNA target TEs” remained unchanged (Fig 2D and E). As shown for the *gypsy* and *mdg1* piRNA target TEs, loss of Piwi resulted in a decrease of Dam‐associated signal from a positive to negative value. This was not observed for non‐piRNA target TEs such as *roo* (Fig 2F).

Chromatin regions with positive Lamin DamID‐seq signals are defined as lamina‐associated domains (LADs; Pickersgill *et al*, 2006; van Bemmel *et al*, 2010). LADs are associated with components of the nuclear envelope that tether them to the nuclear periphery. We further defined LADs using Lamin DamID‐seq data from the Control‐KD sample and identified 483 LADs. Analysis of changes in DamID signal per LAD upon Piwi‐KD identified decreased DamID signals specifically for LADs harboring piRNA target TEs (Fig 2G). This indicates that LADs harboring piRNA target TEs have decreased contact with Lamins upon Piwi‐KD. In order to confirm this, we designed a probe targeting the genomic regions around *gypsy* insertion at chromosome 2L and performed oligonucleotide fluorescence *in situ* hybridization (oligo‐FISH) analysis (Fig 2H). We measured the distance between the DAPI surface and the FISH signal (Fig EV1G) and found a significant increase in distance from the nuclear periphery to FISH signal upon Piwi‐KD. Together, these results suggest that Piwi‐KD specifically causes detachment of piRNA target TEs from the nuclear periphery (Fig 2I). This suggests that Piwi can recruit piRNA target genes to the nuclear periphery upon transcriptional silencing.

### Decreased intra‐TAD interactions and increased inter‐TAD interactions upon Piwi–depletion

It has been reported in several species, including *Drosophila*, that localization of chromatin regions to the nuclear periphery or LADs likely affects chromatin conformation (Zheng *et al*, 2018; Ulianov *et al*, 2019). Piwi–piRNA regulation is also coupled to changes in nuclear localization (Fig 2). We therefore asked whether Piwi–piRNA pathways impact chromatin conformation. 

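Hi-C captures which pieces of chromatin lie near each other in the nucleus by ligating restriction fragments that were crosslinked together. OSCs are a line of Drosophila ovarian somatic cells in which the Piwi–piRNA pathway is active. The Piwi experiment has 2 replicates of Control-KD and 2 of Piwi-KD, and the authors merged the replicates of each before depositing 1 contact matrix per KD. They cut with HindIII, counted contacts between 40-kb bins of dm3 with HiCExplorer, removed bins of too low or high coverage, corrected the matrix by ICE, which gives every bin the same total, and scaled the matrices of a comparison to each other. The values are therefore corrected signals and not counts, and they cover arms X, 2L, 2R, 3L and 3R. Because the low values are whole multiples of a product of 2 bin factors, the contacts behind them could be recovered, with 100% of the values under 50 coming out whole. The Piwi-KD matrix holds 73205693 contacts and its Control-KD matrix 72450303, of which 61406084 and 60493871 lie within arms. Of the 2977 bins, 2950 were kept in Piwi-KD and 2948 in Control-KD. Merged replicates leave no spread of their own, so each change is set beside the differences between the 4 Control-KD matrices of the study, taken as 6 pairs, and no p-value is given. The root mean square of those 6 differences is called the control-pair spread below.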

To analyze the impact of Piwi–piRNA silencing on chromatin conformation, we performed high‐throughput chromosome conformation capture (Hi‐C) using OSCs depleted of EGFP (control) or Piwi and constructed a Hi‐C contact map at a resolution of 40k (Figs 3A and EV2A). When genome‐wide contact counts per genomic distance were calculated for Piwi‐ and Control‐KD OSCs, there was only a limited increase in long‐range contact counts upon Piwi‐KD (Fig EV2B). However, when the difference between Piwi‐KD contacts and Control‐KD contacts was compared in a locus‐specific manner using the contact map, a genome‐wide increase in long‐range interactions contrasted with a strong decrease in short‐range interactions at specific loci (Fig 3B). 

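The mean contact value of bin pairs 40 kb apart was 3491 in Piwi-KD and 3397 in Control-KD, a log2 ratio of 0.039. The log2 ratio was -0.018 at 200 kb, -0.045 at 1 Mb and -0.053 at 2 Mb, each smaller in size than the control-pair spread at that distance, which was 0.17, 0.075 and 0.07. At 10 Mb the contact value rose from 11.8 to 13.4, a log2 ratio of 0.18, against a control-pair spread of 0.092 and a largest ratio of 0.14 in a control pair. The Piwi-KD contacts at 10 Mb did not exceed that largest ratio with any other Control-KD, the ratio being 0.035, 0.065 and 0.136 with those of the HP1a, the Nxf2 and the H1 and Egg series.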

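On chromosome 3L, the median log2 ratio of bin pairs over 1 Mb apart was 0.084, against a control-pair spread of 0.077. Of these pairs, 42.7% decreased. The Piwi-KD long-range change on 3L was 0.074, 0.024 and -0.044 with the Control-KD of the H1 and Egg, the Nxf2 and the HP1a series. A pair of Control-KD matrices reached 0.133. With the Control-KD of the Piwi series, bin pairs 40 to 400 kb apart had a median of 0.008, with 47.5% decreased. Summed per bin and centred on the arm, the log2 change of contacts at 40 to 400 kb had an SD of 0.053 across 2948 bins and a skewness of -1.54. A decrease of 3 control-pair spreads, a log2 change of -0.15, was reached by 63 bins, while an increase of that size was seen in 1 bin. This limit was set after the changes had been seen. Control-KD matrices also differ in single bins, and the pair that differed most, which has no natural direction, had 77 bins past the limit on one side and 30 on the other. The count of Piwi-KD changed most on recovered contacts before ICE, to 14, and was 190 with the Control-KD of the Nxf2 series. Among bins that changed in the same direction upon Nxf2-KD, the 5 regions with the largest decrease were the bins from 21480001 to 21520000 on X, with a change of -0.36, from 11080001 to 11120000 on 2R, with -0.32, from 200001 to 240000 on X, with -0.31, from 1840001 to 1880000 on 2R, with -0.31, and from 440001 to 480000 on 2L, with -0.30. The first of these depends on its Control-KD: the Piwi-KD change at X 21480001 was -0.033, -0.084 and -0.049 with those of the H1 and Egg, the HP1a and the Nxf2 series, and 0.012 on recovered contacts. The next bin was removed in the Control-KD of the Piwi series and kept in Piwi-KD, and over bins kept in all matrices the change with the other controls was -0.175, -0.211 and -0.196. Nxf2-KD changed by -0.01 there, and Control-KD matrices, over bins kept in both, differed by as much as -0.18. Under the same condition, the 3 largest increases were 0.16 at 1 to 40000 on 2R, 0.13 at 14960001 to 15000000 on 2R and 0.12 at 22120001 to 22160000 on 3L, of which the first and the second were no larger than the differences between Control-KD matrices there.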

Relative to the Hi‐C dataset of Control‐KD OSCs, topologically associating domains (TADs) were defined using HiCExplorer (Ramirez *et al*, 2018). 

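TADs were called here from the deposited matrices with a separation score after the definition of hicFindTADs, using windows of 120 to 400 kb, a delta of 0.01, a rank-sum FDR of 0.01 and at least 160 kb between boundaries. The Control-KD matrix of the Piwi series gave 329 boundaries and 324 TADs between neighbouring boundaries of an arm. In a simulated matrix with 298 planted boundaries, 297 were found within 1 bin. Its domains were equally enriched over a smooth decay with distance, without bin biases. This does not give the recovery of weaker boundaries in the real matrices.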

We overlaid the piRNA target TE insertion positions on the differential Hi‐C heatmap. This analysis revealed a decrease in short‐range interactions within piRNA target TE inserted regions (Fig 3C). Moreover, decreased interactions occurred mostly in intra‐TAD interactions. 

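Between 16 and 19 Mb of chromosome 3L, 695 bin pairs at 40 to 400 kb fell in called TADs, 60.9% of them with both bins in the same TAD. The median log2 ratio upon Piwi-KD was -0.052 for intra-TAD pairs and -0.007 for inter-TAD pairs, with 60.0% and 51.5% of pairs decreased. Of the 35 pairs with the largest decrease, 85.7% were intra-TAD. Over the 5 arms 44.0% of 27521 pairs were intra-TAD, compared with 38.3% of the 1377 pairs with the largest decrease, and the median of intra-TAD pairs was 0.023. Pairs were ranked by ratio alone, while the mean Control-KD value fell from 3397 at 40 kb to 209 at 400 kb. Counting error is larger at low values, so the share of 38.3% cannot by itself be read as fewer intra-TAD losses.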

To analyze whether this decrease of intra‐TAD interactions at piRNA target TE insertions can be observed genome‐wide, normalized intra‐TAD interactions upon Piwi‐KD were plotted as a heatmap centering piRNA target TE insertions (Fig 3D). This confirmed a decrease in short‐range interactions at TE insertions and their neighboring regions. This decrease was not observed when the same analysis was performed using non‐piRNA target TEs as controls. We next plotted the number of TE insertions per TAD and normalized changes in intra‐TAD interactions per TAD. TADs with higher densities of piRNA target TEs tend to have decreased intra‐TAD interactions upon Piwi‐KD (Fig 3E). In contrast, TADs with higher densities of piRNA target TEs tend to have increased inter‐TAD interactions upon Piwi‐KD (Fig 3F). We further confirmed the decrease of intra‐TAD interaction upon Piwi‐KD, using oligo‐FISH analysis. Two probes were designed to target different regions within the same TAD, and the distance between two signals was calculated to detect the changes in intra‐TAD interactions (Fig EV2C). 

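In the deposited matrices, TAD probe-1 lies in the bin from 17520001 to 17560000 of chromosome 3L and TAD probe-2 in the bin from 17920001 to 17960000, 400 kb apart and in the same called TAD, which extends from 17480001 to 18840000. The contact value of this bin pair was 177 in Piwi-KD and 204 in Control-KD, a log2 ratio of -0.21. It rests on 394 and 405 recovered contacts, which give a counting error of 0.10, and the control-pair spread was 0.17. The Piwi-KD probe pair contact had a ratio of -0.061 on recovered contacts and of -0.48 with the Control-KD of the H1 and Egg series. Of 591 bin pairs on 3L at the same distance, 16.1% had a lower ratio. The whole TAD had a log2 intra-TAD change of -0.041 and a Z-score of -1.32. These are contact values, and the FISH distances are not analysed here.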

Consistently with the Hi‐C data, we were able to observe significant decrease of the distance between two oligo‐FISH signals within the same TAD (Fig 3G). These results together suggest a model in which contacts within TADs harboring piRNA target TEs decrease upon Piwi‐KD. This loosening of TADs likely results in an increased interactions between different TADs (Fig 3H).

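The intra-TAD contacts of each TAD were summed, and the log2 ratio was converted to a Z-score against regions of the same size on the same arm. Over all 324 TADs the mean log2 ratio upon Piwi-KD was -0.016 (SD 0.035 across TADs), smaller than the control-pair spread of 0.07. A Z-score of -2 or lower was found for 12 TADs and of 2 or higher for 3 TADs, with the lowest at -3.81. Pairs of Control-KD matrices gave between 5 and 8 TADs at -2 or lower. On recovered contacts before ICE, TADs were called anew and numbered 110, of which 1 had such a Z-score. This count does not follow the same TADs. Positions of piRNA target TEs were not used here, so TADs with and without insertions are not separated.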

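The mean log2 change of inter-TAD contacts was 0.013 (SD 0.029 across 324 TADs), within the control-pair spread of 0.06. Of the 12 TADs with an intra-TAD Z-score of -2 or lower, 11 had a positive inter-TAD Z-score and 8 had one of 2 or higher. Across TADs, which are not independent replicates, the 2 changes had a Spearman correlation of -0.68. Equal bin totals after ICE tie these quantities together: 20 simulated comparisons without any change gave correlations from -0.70 to -0.56, and pairs of Control-KD matrices from -0.85 to 0.30. Recovered contacts before ICE gave 0.27, over the 110 TADs called on them. From the loosening of TADs, the paper proposes that interactions between different TADs increase.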

**Figure 3:**
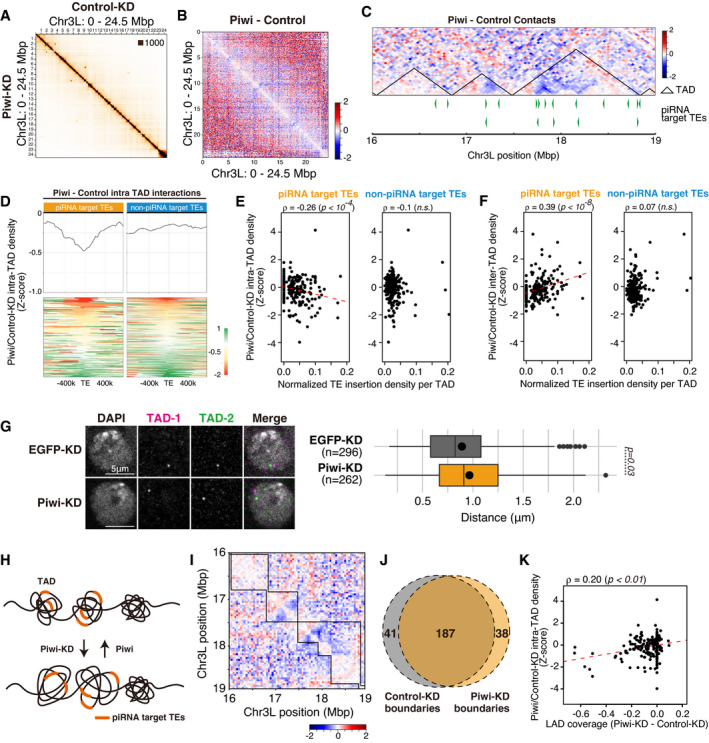
Piwi–depletion causes a decrease in intra‐TAD interactions at piRNA target TE insertion sites Hi‐C interaction matrices of the Control (EGFP)‐KD and Piwi‐KD OSCs at Chromosome 3L (40 k resolution).Differential interaction heatmap for chromosome 3L (40k resolution), showing increased (red) and decreased (blue) interacting bins in log_2_ fold change upon Piwi‐KD.Differential interaction heatmap for 16–19 Mbp of chr3L shown in log_2_ fold change. piRNA target TE insertions are indicated at the bottom (green filled triangles), along with TADs defined using Hi‐C interactions of Control (EGFP)‐KD OSCs (black triangles).Differential intra‐TAD interaction density score upon Piwi‐KD (upper), centering TE insertions. Heatmap showing changes in the intra‐TAD interaction score of each piRNA target TE insertion sites (lower). The results are shown for piRNA target TE and non‐piRNA target TE insertions.Dot plot showing the correlation between the normalized density of indicated TEs per TAD (*x*‐axis) and changes in intra‐TAD interactions upon Piwi‐KD (*y*‐axis). Trend lines are in red. Spearman’s rank correlation rho is indicated along with the *P*‐value (algorithm AS 89).Dot plot showing the correlation between the normalized density of indicated TEs per TAD (*x*‐axis) and changes in inter‐TAD interactions upon Piwi‐KD (*y*‐axis). Trend lines are in red. Spearman’s rank correlation rho is indicated along with the *P*‐value (algorithm AS 89).Oligo‐FISH images for changes in the intra‐TAD interaction at the TAD described in (C), upon EGFP (control)‐ or Piwi‐KD. Gray indicates DAPI staining for DNA, and green and magenta indicate FISH signal at the different positions of TADs (TAD‐1 and TAD‐2). Details of TAD probe design are described in Fig EV2C. Scale bar, 5 μm. Distance between two FISH signals is quantified at right, and dot in the box plot indicates mean value. Boxplot whiskers, box, and central band show 1.5 times the inter‐quartile range, the first to the third quartile, and median, respectively. *P*‐values calculated with Mann–Whitney *U*‐test.Diagram illustrating the possible loss of the intra‐TAD interaction for TADs harboring piRNA target TEs.Differential interaction heatmap for 16–19 Mbp of chr3L shown in log_2_ fold change. TADs defined using Hi‐C interactions of EGFP‐KD (control, upper right) or Piwi‐KD (lower left) OSCs are overlaid on the heatmap.Venn diagram displaying the number of TAD boundaries detected using EGFP‐ or Piwi‐KD Hi‐C interactions.Dot plot showing the correlation between the change in coverage of LADs for each TAD (*x*‐axis), and changes in intra‐TAD interactions upon Piwi‐KD (*y*‐axis). Trend lines are in red. Spearman’s rank correlation rho is indicated along with the *P*‐value (algorithm AS 89).

**Figure EV2:**
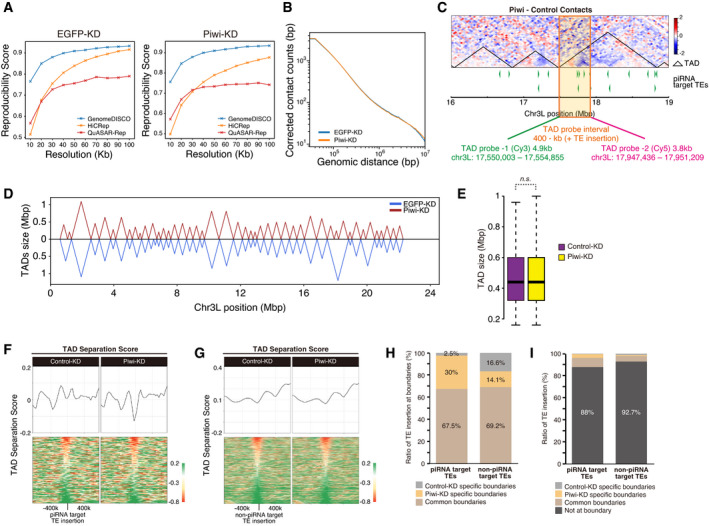
Changes in chromatin conformation upon Piwi–depletion Evaluation of replicate Hi‐C matrix at indicated resolutions. Three different softwares were used to calculate the reproducibility score at each range of resolutions. This analysis indicates that the optimal and stable resolution for the datasets (EGFP‐KD and Piwi‐KD) is 40K.Relative contact probability (RCP) plot showing corrected contact counts at different genomic ranges, genome widely. RCP values are compared between EGFP (control)‐KD (blue) and Piwi‐KD (orange) OSCs.Diagram describing the probe design for oligo‐FISH detection of intra‐TAD interaction. Differential interaction heatmap for 16–19 Mbp of chr3L shown in log_2_ fold change. Two probes (TAD probe‐1 and TAD probe‐2) were designed within the same TAD but apart in the distance about 400 kb (plus TE insertion), and the distance between two TAD probes was measured in order to visualize the changes in intra‐TAD interactions.TADs calculated using EGFP (control)‐KD (blue) or Piwi‐KD (red) Hi‐C contacts, for chromosome 3L. Most TADs are common to both EGFP and Piwi‐KD, but there are some which have shifted TAD boundaries.Boxplots showing the size of the TADs in EGFP (control)‐ or Piwi‐KD OSCs based on the Hi‐C contact dataset. Boxplot whiskers, box, and central band show 1.5 times the inter‐quartile range, the first to the third quartile, and median, respectively (*n* = 228 for Control‐KD, *n* = 220 for Piwi‐KD). *P*‐values were calculated using the Wilcoxon rank‐sum test.Average TAD separation score at piRNA target TE insertions for Control (EGFP, left)‐ or Piwi (right)‐KD (upper). Heatmap showing changes in the TAD separation score for each piRNA target TE insertion sites (lower). This analysis, together with control analysis data shown in Fig EV2G, indicates a decrease in separation score upon Piwi‐KD occurs specifically at piRNA target TE insertion sites.Average TAD separation score at non‐piRNA target TE insertions for Control (EGFP, left)‐ or Piwi (right)‐KD (upper). Heatmap showing changes in the TAD separation score for each piRNA target TE insertion sites (lower).Stacked bar chart showing the ratio of TE insertion at each type of TAD boundary. Boundaries found only in Control (EGFP)‐KD OSCs, only in Piwi‐KD OSCs, and those common to both KD samples are shown by ratio. This shows that Piwi‐KD specific boundaries are enriched with piRNA target TE insertions.Stacked bar chart showing the ratio of TE insertion at each defined genomic region. Boundaries that are found only in Control (EGFP)‐KD OSCs, only in Piwi‐KD OSCs, and those common to both KD samples are shown together with the ratio of TE insertions which are not located at the boundary. This shows that most of the TE insertions are not located at the TAD boundaries, but rather within TADs.

While most TAD boundaries and sizes remained unchanged upon Piwi‐KD (Figs EV2D and EV2E), a small population of TAD boundaries identified using Piwi‐KD Hi‐C data differ from that under Control‐KD conditions (Fig 3I). 

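The called TADs numbered 333 in Piwi-KD, and their median size was 320 kb in both matrices, with quartiles of 240 and 400 kb in Piwi-KD and 240 and 440 kb in Control-KD. With windows of 200 to 800 kb, the numbers were 270 in Piwi-KD and 275 in Control-KD and the median size 400 kb in each.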

We calculated the TAD separation score for the regions surrounding piRNA target TE insertions and observed a slight decrease in TAD separation score upon Piwi‐KD that was specific to piRNA target TE insertions (Fig EV2F and G). Some of these decreases may be creating novel TAD boundaries. 187 out of 225 TAD boundaries were found in both Control‐ and Piwi‐KD cells, and 41 and 38 boundaries were specific to Control‐ and Piwi‐KD cells, respectively (Fig 3J). 

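In the present calls, 300 of 338 Piwi-KD boundaries lay within 1 bin of a Control-KD boundary, or 88.8%. The remaining 38 were specific to Piwi-KD, and 29 were specific to Control-KD. Pairs of Control-KD matrices differed by 20 to 33 specific boundaries, and 20 simulated comparisons without a change gave 10 to 21. Requiring the same bin moved the Piwi-KD specific count most, to 60.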

To further characterize these Control‐ or Piwi‐KD specific boundaries, we focused on piRNA target insertions located at boundary regions. 30% of the piRNA target TE insertions at boundaries were found at Piwi‐KD specific boundary regions, whereas the ratio was only 14.1% for non‐piRNA target TE insertions (Fig EV2H). In contrast, piRNA target TE insertions at Control‐KD specific boundaries were as low as 2.5%, compared to 16.6% for non‐piRNA target TE insertions. Based on the decrease in intra‐TAD interactions and separation scores, we suggest that piRNA target TE inserted regions can serve as novel TAD boundaries. Since the total number of boundaries is similar between Piwi‐ and Control‐KD (Fig 3J), this is likely due to modulation of boundaries, rather than the formation of entirely new boundaries. However, when all of the piRNA target TE insertions (including non‐boundary insertions) were analyzed, 88% of the piRNA target TE insertions and 92.7% of non‐piRNA target TE insertions were found at regions other than boundaries, and TE insertions located at boundary regions were minor (Fig EV2I). This suggests that the majority of piRNA target TE insertions at intra‐TAD regions do not result in novel boundary formation, but in some rare cases, possibly dependent on the number of neighboring TE insertions or distance to the nearest boundary, insertions are capable of modulating boundary regions.

It has been previously shown that TADs are associated with LADs (Paulsen *et al*, 2017; Borsos *et al*, 2019), and in *Drosophila*, LAD modulation caused by Lamin‐KD leads to changes in TAD contacts (Ulianov *et al*, 2019). We examined whether a similar relationship for Piwi–piRNA‐mediated changes of LADs and TADs can be observed. Using LADs annotated by Lamin DamID‐seq analysis (Fig 2), we calculated coverage of LADs within each of the defined TADs. The calculated coverage was compared between Piwi‐ and Control‐KD and overlaid with the changes in intra‐TAD density (Fig 3K). This revealed that the decrease of LAD coverage per TAD upon Piwi‐KD correlates with a decrease of intra‐TAD interaction. These results suggest that Piwi is capable of modulating both chromatin localization and chromatin conformation during regulation of their target TEs.

### Stepwise changes in histone modifications are linked to modulation of nuclear localization and chromatin conformation

Piwi–piRNA regulation has been shown to correlate with alterations in various histone modifications, including repressive H3K9me3 marks and H1 on target chromatin regions (Sienski *et al*, 2012; Le Thomas *et al*, 2013; Rozhkov *et al*, 2013; Sienski *et al*, 2015; Iwasaki *et al*, 2016). To further characterize the chromatin state, we obtained ChIP‐seq data for H3K27Ac and H3K4me3 active histone marks and overlaid the data with Hi‐C and Lamin DamID‐seq data (Fig 4A). As shown previously, *gypsy* insertion at chromosome 2L is associated with decreased histone H3K9me3 and H1 levels upon Piwi‐KD (Sienski *et al*, 2012; Iwasaki *et al*, 2016). 

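The probe region for the piRNA target gypsy insertion lies from 429791 to 433786 on 2L of dm3, within the 40-kb bin from 400001 to 440000. The probe targets the surroundings of the insertion, whose own position was not used, so the insertion may lie in a neighbouring bin. Values below are those of the probe bin. Contacts of this bin at 40 to 400 kb changed by a log2 value of -0.20 upon Piwi-KD, after the median of the arm was taken off, and 1.0% of bins had a lower value. The 6 pairs of Control-KD matrices differed there by at most -0.03. The decrease depends on the correction, since the Piwi-KD gypsy bin change was 0.040 on recovered contacts before ICE. The TAD that contains the bin, from 280001 to 480000, had an intra-TAD Z-score of -2.06 and an inter-TAD Z-score of 1.45. Histone mark and DamID-seq data were not analysed here.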

The same chromatin region also showed increases in H3K27Ac and H3K4me3, which are associated with active transcription, and decreases of both Hi‐C contacts and Lamin DamID‐seq signals upon Piwi‐KD.

We further analyzed whether changes in histone marks could be globally observed for piRNA target TEs (Fig 4B). Upon grouping of TEs as “piRNA target” and “non‐piRNA target” (Figs 2C and EV1E), we observed significant decreases in H3K9me3 and H1 associations and increases in H3K27Ac and H3K4me3 for piRNA‐targeted transposons. By looking at ChIP‐seq read distributions for representative transposons, we found that decreased H3K9me3 and H1 decreased uniformly across transposon coding regions, whereas H3K27Ac and H3K4me3 increased in LTRs or regions close to LTRs (Fig EV3A). The observed changes in histone marks were found in regions neighboring TE insertions (Figs 4A and EV3B). Consistent with distributions observed within the transposons (Fig EV3A), ChIP‐seq signals found in neighboring regions were broader for H3K9me3 and H1 marks and narrower for H3k27Ac and H3K4me3 modifications. Importantly, we could observe that the changes in Hi‐C contacts and DamID‐seq signals also spread to the neighboring regions of TE insertion (Fig 4A).

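The decrease in short-range contacts was larger in the next bin, from 440001 to 480000, than in the bin with the probe, and 0.1% of bins lay below it. On recovered contacts the Piwi-KD change at 2L 440001, the start of this bin, was -0.122. Further bins decreased by less: the log2 change was -0.14 at 480001 to 520000, -0.12 at 560001 to 600000 and -0.07 at 640001 to 680000, and it was 0.03 at 800001 to 840000. On the other side it was -0.09 at 360001 to 400000 and -0.04 at 320001 to 360000. The run of bins at or below -0.15 covered 80 kb. Contacts at 40 to 400 kb of neighbouring bins overlap, so a loss at one bin lowers the values of its neighbours. With the insertion placed by its probe alone, a peak at the insertion and a peak beside it cannot be told apart.

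**Figure D1:**
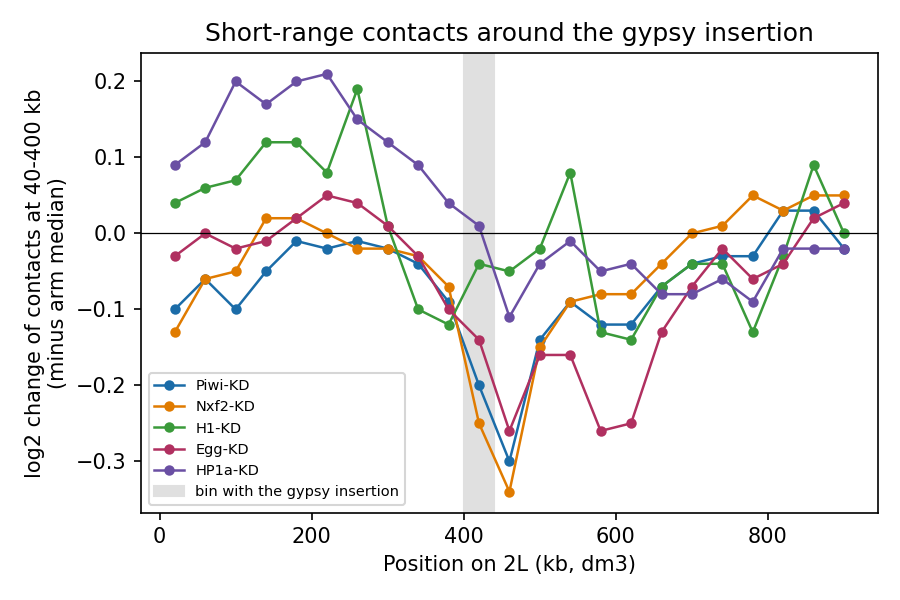
Log2 change of contacts at 40 to 400 kb per 40-kb bin (y axis) against position on 2L in kb (x axis) for the 5 knockdowns, each with its own Control-KD, from merged replicates. The grey band, labelled as the bin with the gypsy insertion, is the bin of its FISH probe. Piwi-KD and Nxf2-KD are lowest in the next bin, at -0.30 and -0.34.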

**Figure EV3:**
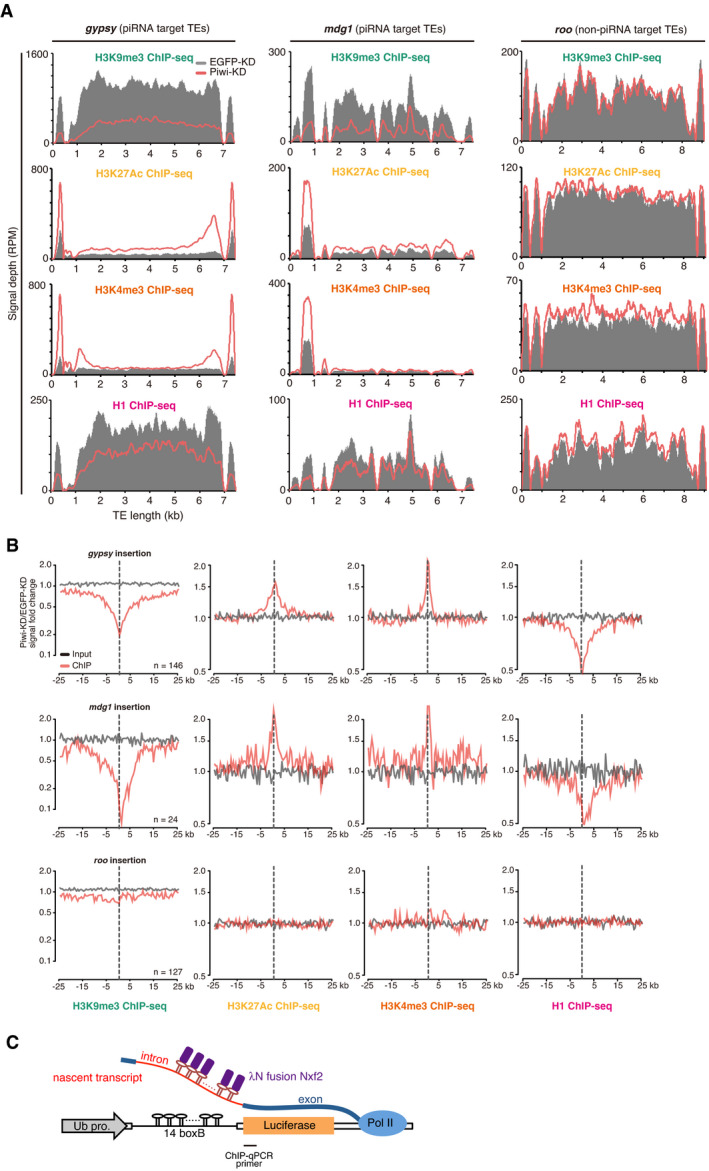
Changes in chromatin state upon Piwi–depletion Density plots for normalized H3K9me3, H3K27Ac, H3K4me3, and H1 ChIP‐seq signals over consensus sequences of *gypsy*, *mdg1*, and *roo* TEs in EGFP‐KD (control) or Piwi‐KD cells. ChIP signal depths on EGFP (gray)‐ and Piwi (red)‐KD samples are shown.Metaplots showing H3K9me3, H3K27Ac, H3K4me3, and H1 ChIP‐seq signals for genomic regions around euchromatin insertions of *gypsy*, *mdg1*, and *roo* TEs. Fold change in Piwi‐KD compared with EGFP (control)‐KD is shown for indicated ChIP (red) and input (gray) signals. The *y*‐axis is a log_2_ scale.Diagram showing the boxB‐λN tethering system. λN‐Nxf2 is recruited to the nascent transcript of luciferase reporter via its 14× boxB. The approximate region targeted for ChIP‐qPCR is indicated.

**Figure 4:**
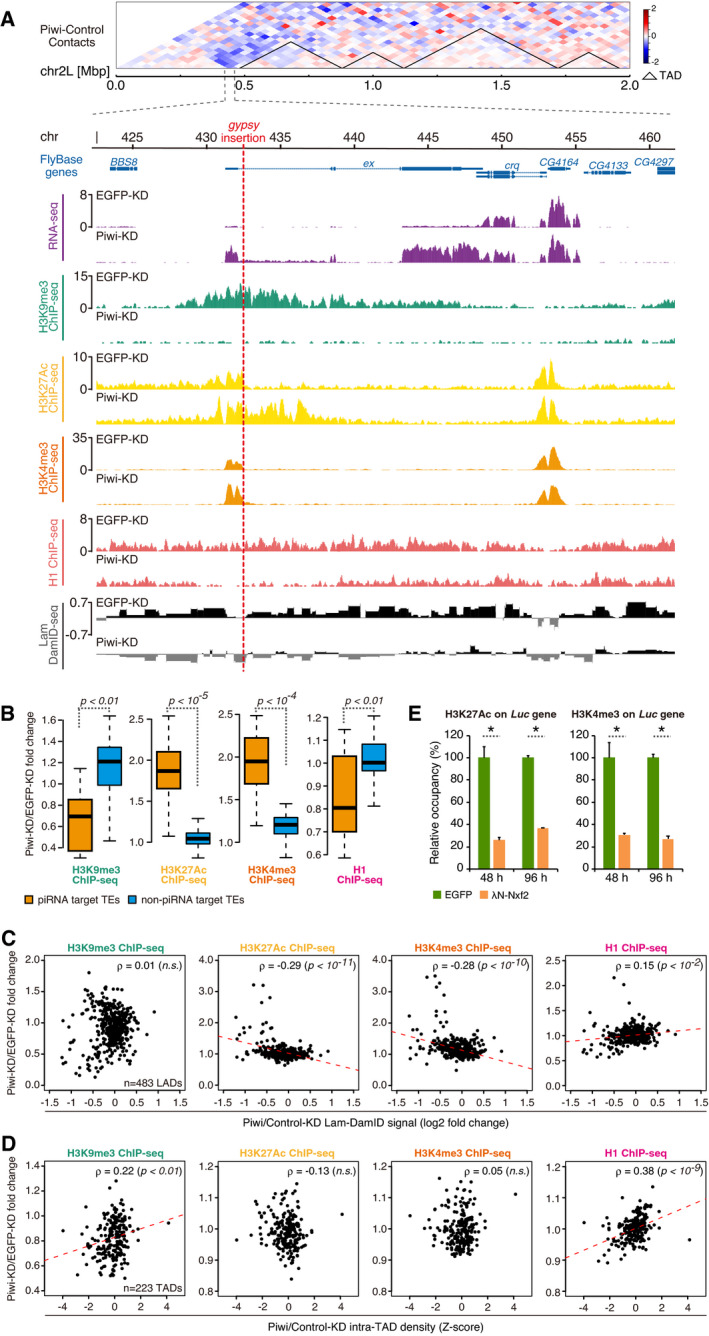
Chromatin state is associated with changes in LADs and TADs Differential interaction heatmap for Piwi‐ and Control (EGFP)‐KD shown in log_2_ fold change. Hi‐C data is shown with RNA levels (RNA‐seq signal density), H3K9me3 association (H3K9me3 ChIP‐seq signal density), H3K27Ac association (H3K27Ac ChIP‐seq signal density), H3K4me3 association (H3K4me3 ChIP‐seq signal density), H1 association (H1 ChIP‐seq signal density), and lamin association (Lamin DamID‐seq signal density). The genomic region flanking the gypsy insertion (red dashed line) is shown for OSCs with EGFP‐ and Piwi‐KD. FlyBase protein‐coding genes are indicated, together with chromosome position.Boxplots showing fold changes in the histone mark association of piRNA target or non‐target TEs based on ChIP‐seq upon Piwi‐KD (definition of piRNA target and non‐target TEs is described in Fig EV1E). Boxplot whiskers, box, and central band show 1.5 times the inter‐quartile range, the first to the third quartile, and median, respectively (*n* = 10 for piRNA target TEs, *n* = 80 for non‐piRNA target TEs). *P*‐values were calculated by Wilcoxon rank‐sum test.Dot plot showing the correlation between changes in Lamin DamID signal upon Piwi‐KD (*x*‐axis) and changes of indicated ChIP‐seq signal in each LADs upon Piwi‐KD (*y*‐axis). The trend lines are in red. Spearman’s rank correlation rho is indicated along with the *P*‐value (algorithm AS 89).Dot plot showing the correlation between changes in intra‐TAD interactions upon Piwi‐KD (*x*‐axis) and changes of indicated ChIP‐seq signal in each TADs upon Piwi‐KD (*y*‐axis). The trend lines are in red. Spearman’s rank correlation rho is indicated along with the *P*‐value (algorithm AS 89).ChIP‐qPCR analysis of H3K27Ac and H3K4me3 occupancy on the reporter gene upon transfection of λN‐Nxf2 expression vector or control EGFP expression vector. Bar graph shows the occupancy relative to that of the sample transfected with a control plasmid. Error bars indicate SD (*n* = 3), *P‐value < 0.01 (*t*‐test).

We next examined whether these changes in chromatin state at piRNA target TEs are linked to LADs and TADs by comparing changes in LADs and TADs upon Piwi‐KD and fold changes in ChIP‐seq reads per LAD or TAD (Fig 4C and D). We first analyzed the correlation between histone marks and LAD changes upon Piwi‐KD. For each LAD, we plotted the difference between Control‐ and Piwi‐KD for Lamin DamID‐seq signals and ChIP‐seq reads (Fig 4C). H3K27Ac and H3K4me3 marks significantly increased upon a decrease of Lamin DamID signals. This indicates that LADs whose Lamin contact decreased upon Piwi‐KD showed an increase in histone marks associated with active transcription. In contrast, H1 signals were decreased for LADs with decreased Lamin DamID signals. These results were consistent with changes observed for each of the transposons, though a significant correlation could not be observed for H3K9me3 histone marks when analyzed in the LAD context.

Next, we analyzed defined TADs and changes in intra‐TAD interactions versus ChIP‐seq data (Fig 4D). Interestingly, in the case of TADs, a decrease in repressive H3K9me3 marks and H1 was significantly correlated with decreased intra‐TAD interactions, while a significant correlation could not be observed for active histone marks. Also, the correlation between H1 signal fold change and intra‐TAD density was higher (ρ = 0.38) than that of LAD signal fold change (ρ = 0.15). These results indicate that although various histone mark changes were observed within TE insertion sites, active histone marks tend to be associated with changes in LADs, whereas repressive histone marks are instead associated with changes at TADs.

To further dissect changes in histone marks, we used a tethering system applied previously to reveal stepwise regulation by Piwi–piRNAs (Murano *et al*, 2019). Tethering is induced by using the λN‐boxB tethering system, in which λN fusion proteins are delivered to a reporter RNA via protein–RNA interaction (Baron‐Benhamou *et al*, 2004). Our tethering system uses OSCs carrying a genome‐integrated luciferase (*luc*) reporter driven by the ubiquitin promoter, which harbors 14 boxB sites in its intron (Fig EV3C, Murano *et al*, 2019). Expression of λN‐HA‐tagged piRNA factor led to reporter silencing, coupled with increased H3K9me3 and H1 marks, thus mimicking Piwi–piRNA regulation. Interestingly, reporter gene expression is regulated at 48 h post‐transfection (hpt) of λN‐HA‐tag fused proteins, but H3K9me3 and H1 marks start to increase at 96 hpt, indicating that silencing occurs in a multi‐step manner (Murano *et al*, 2019). The former step involves a decrease of PolII and transcription, but H3K9me3 and H1 levels start to increase at latter step, and how this prior step is linked to transcriptional regulation remains unclear. We further analyzed changes in H3K27Ac and H3K4me3 levels using this tethering system, revealing that these active histone marks were increased at 48 hpt (Fig 4E) and indicating that this change occurs at the prior step. Together with the correlation of LADs with active histone marks and TADs with repressive histone marks (Fig 4C and D), these results suggest a temporal model where Piwi–piRNA affects nuclear positioning of LADs and active histone marks, and this is followed by regulation of TADs and repressive histone marks.

### Nxf2 induces changes in nuclear localization and chromatin conformation at piRNA target regions

We next asked how the Piwi–piRNA pathway regulates nuclear architecture, as observed in the Piwi‐KD. Four groups, including our group, have recently identified the nuclear RNA export factor variant, Nxf2, as being involved in Piwi–piRNA regulation (Batki *et al*, 2019; Fabry *et al*, 2019; Murano *et al*, 2019; Zhao *et al*, 2019). Nxf2 has a similar domain structure to the bulk mRNA exporter, Nxf1, but does not function in RNA export (Herold *et al*, 2000; Herold *et al*, 2001; Herold *et al*, 2003). Earlier reports showed that Nxf2 association with p15/Nxt1, and p15 association with Nxf2, is essential for piRNA‐mediated silencing of target TEs (Batki *et al*, 2019; Fabry *et al*, 2019; Murano *et al*, 2019; Zhao *et al*, 2019). Nxf1‐associated p15 binds to nuclear pore proteins to export nuclear mRNAs (Forler *et al*, 2004). This prompted us to hypothesize that the Nxf2–p15 complex may serve as a factor that tethers piRNA target TE coding regions to the nuclear periphery.

To test whether Nxf2 can associate with the nuclear periphery, we performed immunoprecipitation of myc tagged Nxf2 or Lamin, followed by Western blotting (Figs 5A and EV4A). This revealed that Nxf2 and Lamin are weakly associated. This weak interaction may be indirect and require an additional factor, perhaps p15. In order to further analyze the impact of Nxf2 on nuclear localization, we first performed Lamin DamID‐seq, under Nxf2‐KD conditions (Fig EV4B). Similar to Piwi‐KD, we observed a decrease in Lamin DamID signal at *gypsy* coding regions (Fig 5B) and found that other TEs were de‐silenced upon Nxf2‐KD (Fig 5C). Grouping of piRNA target and non‐target TEs (Figs 2C and EV1E) revealed that the DamID signal was specifically decreased for piRNA target TEs (Fig 5D and E) and also at the LAD level (Fig 5F).

**Figure EV4:**
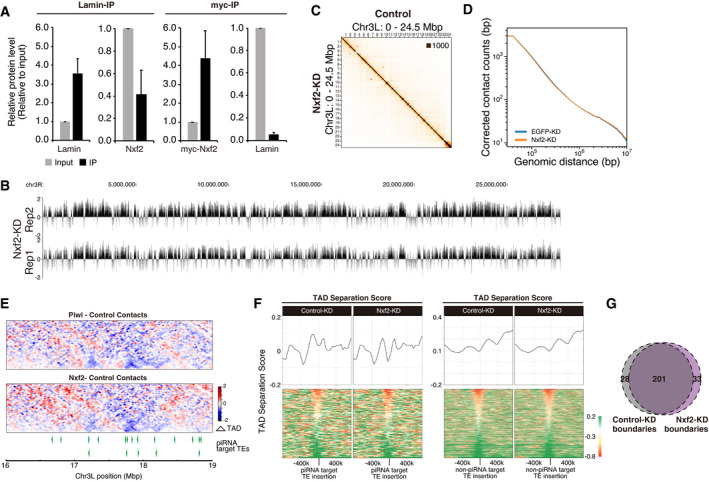
Nxf2 regulates nuclear localization and chromatin conformation Immunoprecipitation followed by Western blots shown in Fig 5A has been performed in three replicates, and bands were quantified. Error bars indicate SD. The Western blot analysis was reproducible.DamID‐seq read distribution of Chr3R chromosome‐wide, showing that replicates have highly similar results. Replicates are therefore merged for further analysis.Hi‐C interaction matrices of the EGFP‐KD (control) and Nxf2‐KD OSCs at Chromosome 3L (40 k resolution).Relative contact probability (RCP) plot showing corrected contact counts at different genomic ranges, genome widely. RCP values are compared between EGFP (control)‐KD (blue) and Nxf2‐KD (orange) OSCs.Differential interaction heatmap for 16–19 Mbp of chr3L upon Piwi‐KD or Nxf2‐KD shown in log_2_ fold change. piRNA target TE insertions are indicated at the bottom (green filled triangles). Comparison between Piwi‐KD and Nxf2‐KD supports that Piwi and Nxf2 regulate chromatin conformation at the piRNA target region in a similar way.Average TAD separation score at piRNA target TE insertions (left) and non‐piRNA target TE insertions (right) for Control (EGFP, left)‐ or Nxf2 (right)‐KD (upper). Heatmap showing changes in the TAD separation score for each piRNA target TE insertion sites (lower). This analysis indicates that a small decrease in separation score occurs upon Nxf2‐KD at piRNA target TE insertion sites, as in the case of Piwi‐KD.Venn diagram displaying the number of TAD boundaries detected using Control (EGFP)‐ or Nxf2‐KD Hi‐C interactions. As in the case of Piwi‐KD, only a small portion of boundaries were TAD boundaries observed specifically for Nxf2‐KD (33 Nxf2‐specific to 201 common boundaries).

**Figure 5:**
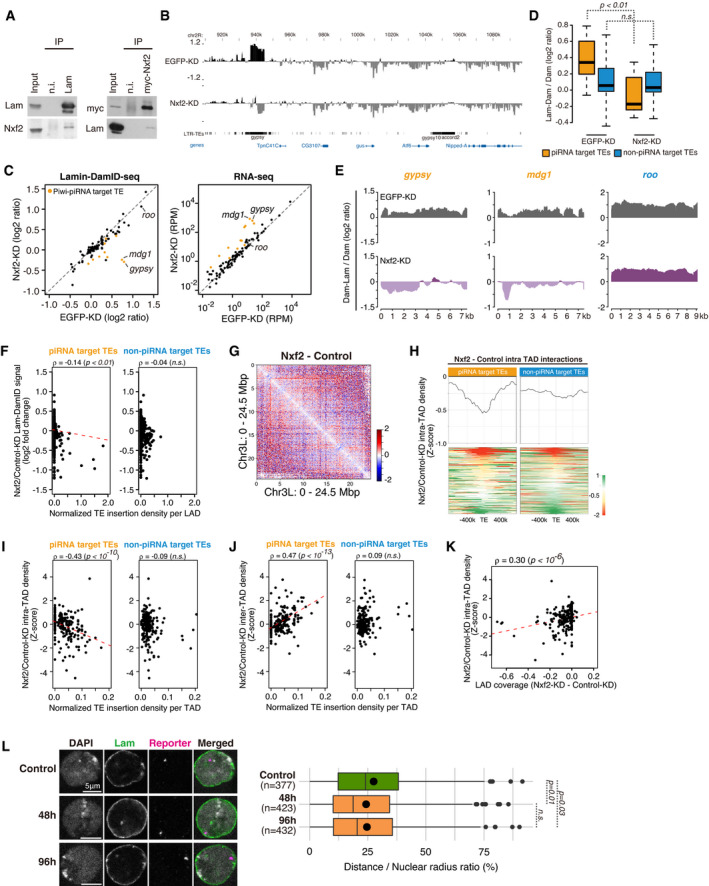
Nxf2 regulates chromatin localization and decreases of intra‐TAD interaction Immunoprecipitation (IP) from OSC lysate using anti‐Lam, or myc antibody, followed by WB using indicated antibodies. Mouse immunoglobulin G (n.i.) was used for control IP. Note that OSCs used at the right panel are a line which stably expresses myc‐Nxf2.DamID‐seq signal densities are shown for OSCs with EGFP (control)‐ and Nxf2‐KD at genomic regions harboring *gypsy* insertions with the greatest decrease upon Nxf2‐KD (locus shown in Fig 2B). Neighboring regions are annotated with protein‐coding genes and LTR TEs. Note that this distribution of the reads includes multi‐mapped reads.Scatterplot of DamID‐seq signals (log_2_ ratio) for EGFP (control)‐KD (*x*‐axis) or Nxf2‐KD (*y*‐axis) samples. Values were calculated for 90 TE consensus sequences (one value per one type of TE) (left). Scatterplot of RPKM values for the same 90 TE consensus sequences in EGFP‐KD (control, *x*‐axis) or Piwi‐KD (*y*‐axis) samples examined by RNA‐seq (right). The signals for *mdg1*, *gypsy*, and *roo* are labeled within the plots.Boxplot showing Lamin DamID‐seq signals of piRNA target or non‐target TEs upon EGFP (control)‐ or Nxf2‐KD. Boxplot whiskers, box, and central band show 1.5 times the inter‐quartile range, the first to the third quartile, and median, respectively (*n* = 10 for piRNA target TEs, *n* = 80 for non‐piRNA target TEs). *P*‐values were calculated using the Wilcoxon rank‐sum test.Density plots for DamID‐seq signals over consensus sequences from piRNA target (*gypsy* and *mdg1*, orange) and non‐target TEs (*roo*, blue) in EGFP (control)‐ or Nxf2‐KD cells.Dot plot showing the correlation between the normalized density of indicated TEs per LAD (*x*‐axis) and changes in Lam‐Dam/Dam signals upon Nxf2‐KD (*y*‐axis). Trend lines are in red. Spearman’s rank correlation rho is indicated along with the *P*‐value (algorithm AS 89).Differential interaction heatmap for chromosome 3L (40k resolution) in log_2_ fold change, showing increased (red) and decreased (blue) interacting bins upon Nxf2‐KD.Differential intra‐TAD interaction density score upon Nxf2‐KD (upper), centering TE insertions. Heatmap showing changes in the intra‐TAD interaction score of each piRNA target TE insertion sites (lower). The results are shown for piRNA target TE and non‐piRNA target TE insertions.Dot plot showing the correlation between the normalized density of indicated TEs per TAD (*x*‐axis) and changes in intra‐TAD interactions upon Nxf2‐KD (*y*‐axis). Trend lines are in red. Spearman’s rank correlation rho is indicated along with the *P*‐value (algorithm AS 89).Dot plot showing the correlation between the normalized density of indicated TEs per TAD (*x*‐axis) and changes in inter‐TAD interactions upon Nxf2‐KD (*y*‐axis). Trend lines are in red. Spearman’s rank correlation rho is indicated along with the *P*‐value (algorithm AS 89).Dot plot showing the correlation between the change of coverage of LAD for each TAD (*x*‐axis), and changes in intra‐TAD interactions upon Nxf2‐KD (*y*‐axis). The trend lines are in red. Spearman’s rank correlation rho is indicated along with the *P*‐value (algorithm AS 89).Oligo‐FISH images for the reporter of the tethering system, at 0 h (control), 48 h, and 96 h after transfection of λN‐Nxf2 expression vector. Gray indicates DAPI staining for DNA, magenta indicates FISH signal, and green indicates Lamin staining. Scale bar, 5 μm. The ratio of distance from FISH signal to the nuclear periphery (DAPI surface) is quantified at right, and dot in the box plot indicates mean value. Boxplot whiskers, box, and central band show 1.5 times the inter‐quartile range, the first to the third quartile, and median, respectively. *P*‐values calculated with Mann–Whitney *U*‐test. Source data are available online for this figure.

We next examined whether this effect on nuclear localization can also affect chromatin conformation using Hi‐C analysis (Fig EV4C and D). 

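Nxf2-KD and a Control-KD of its own were each merged from 2 replicates and processed by the authors in the way described for Piwi-KD. The Nxf2-KD matrix holds 63488562 recovered contacts and its Control-KD matrix 67818267, with 2958 bins kept in each. Contact values by distance stayed within the control-pair spread up to 4 Mb, with log2 ratios of -0.041 at 80 kb and 0.042 at 4 Mb. This holds with its own Control-KD alone. Other ratios were taken with the Control-KD of the H1 and Egg, the HP1a and the Piwi series, in this order. The Nxf2-KD contacts at 200 kb had -0.313, -0.317 and -0.312, each larger in size than every control pair, which ran from -0.24 to 0.244. The Nxf2-KD contacts at 400 kb had -0.185, -0.244 and -0.189. Control pairs, whose sign is arbitrary, ran from -0.15 to 0.205 there, so only -0.244 was larger in size. With its own Control-KD, the Nxf2-KD ratio of 0.13 at 10 Mb was above the spread there but not above the highest ratio of a control pair. With the Control-KD of the Piwi and of the H1 and Egg series, the Nxf2-KD contacts at 10 Mb had ratios of 0.244 and 0.202, above that highest ratio, and with that of the HP1a series 0.100.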

Changes in Hi‐C contacts in Nxf2‐KD compared to Control‐KD suggest a specific decrease in short‐range interactions at particular loci, as seen upon Piwi‐KD (Figs 5G and EV4E). This decrease can be observed genome‐wide at piRNA target TE insertions (Fig 5H). 

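Contacts at 40 to 400 kb decreased by at least 3 control-pair spreads in 76 bins upon Nxf2-KD and increased by as much in 2. Of these 76 bins, 36 were also among the decreased bins of Piwi-KD, where circular shifts along the arms gave a median of 1 and at most 16 in 10000 draws. Over 2947 bins, which are not independent replicates, the changes in the 2 knockdowns had a Pearson correlation of 0.76 and a Spearman correlation of 0.68, the highest Pearson value among the 10 pairs of knockdowns, and no shift exceeded 0.24. Correlations between control pairs that share no matrix were -0.32, -0.24 and -0.15, with a sign that depends on the direction chosen for each pair. The largest decreases were -0.41 at 11080001 to 11120000 on 2R, -0.41 at 1840001 to 1880000 on 2R and -0.40 in the region from 2480001 to 2560000 on 3L. In the bin of the gypsy probe on 2L the change was -0.25, and the Nxf2-KD gypsy bin change on recovered contacts was -0.036. Using recovered contacts before ICE, the correlation of Piwi-KD and Nxf2-KD changes was 0.405, 14 bins passed the same limit upon Nxf2-KD, and 4 bins passed it in both knockdowns. The paper proposes from such changes that the decrease occurs at particular loci, as seen upon Piwi-KD.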

TADs harboring piRNA target TEs tend to have decreased intra‐TAD interactions and increased inter‐TAD interactions (Fig 5I and J), similar to Piwi‐KD. 

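Positions of piRNA target TEs were not used here, so the comparison covers all 324 TADs of the Piwi-series Control-KD. Intra-TAD Z-scores of Nxf2-KD and Piwi-KD had a Pearson correlation of 0.66 across TADs, and inter-TAD Z-scores one of 0.64. An intra-TAD Z-score of -2 or lower was found for 20 TADs upon Nxf2-KD, 5 of which were among the 12 of Piwi-KD. On the TADs of its own Control-KD, the mean intra-TAD log2 change was -0.028 and the mean inter-TAD change 0.029, both within the control-pair spread, and 17 TADs reached that Z-score. With the Control-KD of the Piwi series in its place, 2 TADs did.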

A slight decrease in the TAD separation score upon Nxf2‐KD at piRNA target TE coding regions was observed (Fig EV4F). However, the number of boundaries specific to Nxf2‐KD was 33, and 200 were in common with Control‐KD (Fig EV4G), suggesting that TAD borders are not highly affected upon Nxf2‐KD. 

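Of 337 boundaries called in Nxf2-KD, 306 lay within 1 bin of one of the 332 boundaries of its Control-KD, and 31 were specific to Nxf2-KD. This number lies within the range of the pairs of Control-KD matrices, but with the Control-KD of the H1 and Egg, the HP1a and the Piwi series the Nxf2-KD specific boundaries numbered 40, 38 and 40, above that range, while simulated comparisons without a change gave 7 to 19.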

We also observed a correlation between LAD coverage per TAD and changes in intra‐TAD density in Nxf2‐KD, similar to Piwi‐KD (Fig 5K). These results suggest that Nxf2 serves as an essential factor for the regulation of nuclear localization and chromatin conformation upon Piwi–piRNA‐mediated regulation. To investigate the time point at which piRNA target regions are localized to the nuclear periphery, we made use of the Nxf2 tethering system (Murano *et al*, 2019; Fig EV3C). We followed the nuclear location of the reporter using oligo‐FISH, 48 and 96 h after transfection of the λN‐Nxf2 expression vector (Fig 5L). This revealed that the distance between the nuclear periphery and FISH signal significantly decreased after 48 h and was stable by 96 h. Since the decrease in active histone marks occurs 48 h prior to the changes in repressive histone marks (Fig 4E), this was consistent with the result that the changes in LADs are correlated with active histone marks (Fig 4C). These observations suggest that Nxf2 first localizes target TE regions to the nuclear periphery which is coupled to a decrease in active histone marks and PolII. This is followed by an increase in H3K9me3 and H1 and chromatin conformational change.

### Heterochromatin factors cooperatively function to induce chromatin conformational changes

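H1-KD and Egg-KD were compared with the same Control-KD, and HP1a-KD, harvested after 2 days, with a Control-KD of its own, each merged from 2 replicates. These matrices are shallower than those of Piwi and Nxf2. H1-KD holds 25463370 recovered contacts, Egg-KD 29400485 and their Control-KD 31120409, and HP1a-KD holds 28869323 and its Control-KD 31691817. In simulations at these depths without a change, the SD of the short-range change per bin was 0.023 for H1-KD, 0.022 for Egg-KD and 0.021 for HP1a-KD, against 0.014 for Piwi-KD. The total of each bin after ICE and the authors' normalization was 15605 in H1-KD, 17788 in Egg-KD and 15579 in their Control-KD, so Egg-KD values as deposited are higher overall, and ratios with both matrices scaled to the same total within arms are given beside them.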

Since chromatin conformational changes in Piwi–piRNA pathway were linked to repressive chromatin states (Fig 4), we performed Hi‐C analysis after KD of different factors involved in late steps of Piwi–piRNA regulation, namely H1, methyltransferase Egg, and HP1a (Sienski *et al*, 2012; Le Thomas *et al*, 2013; Rozhkov *et al*, 2013; Sienski *et al*, 2015; Yu *et al*, 2015; Iwasaki *et al*, 2016; Fig EV5A). The resulting differential Hi‐C heatmap shows that H1 depletion causes similar changes to those seen upon Piwi depletion, inducing a decrease in short‐range interactions at specific loci (Fig 6A). In contrast, Egg‐ and HP1a‐KD tend to have a larger impact on the global decrease of short‐range interactions (Fig 6A), possibly due to the larger impact on transcriptome upon knockdown of these genes. 

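Upon H1-KD, contacts at 40 to 400 kb decreased past the limit of -0.15 in 125 bins and increased past 0.15 in 98. Of the 125 bins, 14 were decreased in Piwi-KD, compared with a median of 3 and at most 13 in circular shifts, and this number was 4 on recovered contacts and 48 with contacts at 80 to 400 kb. The Pearson correlation with Piwi-KD over bins was 0.23, against 0.61 between Piwi-KD and Egg-KD, and smaller in size than the largest correlation between control pairs. The order of these values depends on the control: with Piwi-KD set against the Nxf2 series Control-KD, the correlation of Piwi-KD and H1-KD changes was 0.467, the correlation of Piwi-KD and Egg-KD changes 0.237 and the correlation of Piwi-KD and HP1a-KD changes 0.599. The Nxf2 and Piwi series controls differed by an SD of 0.075 across bins, above the 0.053 of Piwi-KD with its own control. The values with the Nxf2 series control therefore include a difference between series. The largest decreases were -0.65 at 21760001 to 21800000 on X, -0.50 at 2200001 to 2240000 on 2R and -0.46 at 2280001 to 2320000 on 2R, where Piwi-KD changed by 0.00, 0.06 and -0.04. The bins of 2L around the gypsy probe changed by -0.10 at 320001 to 360000, -0.12 at 360001 to 400000, -0.04 in the probe bin and -0.05 in the next bin. The H1-KD gypsy bin change on recovered contacts was 0.090.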

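On chromosome 3L, bin pairs at 40 to 400 kb had a median log2 ratio of 0.076 upon Egg-KD as deposited and -0.14 with equal totals, against a control-pair spread of 0.12. Upon HP1a-KD the median was 0.093 as deposited, with 37.4% of pairs decreased, and the HP1a-KD short-range change on 3L was 0.001 with equal totals. As deposited, 56.8% of pairs over 1 Mb apart decreased, with a median of -0.12. Decreased bins numbered 94 upon Egg-KD and 133 upon HP1a-KD, of which 32 and 12 were also decreased in Piwi-KD. Before ICE, recovered contacts at 40 to 400 kb changed by a median of -0.12 at these bins upon Egg-KD but rose by 0.085 upon HP1a-KD, where coverage rose by 0.22. On recovered contacts the HP1a-KD bins with decreased short-range contacts numbered 197. For Egg-KD the lowest values were -0.51 at 21760001 to 21800000 on X, -0.39 at 200001 to 240000 on X and -0.33 at 6000001 to 6040000 on 2R. For HP1a-KD they were -0.59 at 22960001 to 23000000 on 2L, -0.57 at 21800001 to 21840000 on X and -0.32 at 4800001 to 4840000 on X. On recovered contacts the HP1a-KD change at 2L 22960001 was -0.356, the HP1a-KD change at X 21800001 -0.336 and the HP1a-KD change at X 4800001 -0.120.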

The increase in short‐range interactions was remarkable, especially for HP1a‐KD, and is also observed for the global analysis of contact counts per genomic distance (Fig 6B). 

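Upon HP1a-KD the mean contact value rose from 1253 to 1557 at 40 kb, a log2 ratio of 0.31, and the ratio was 0.26 at 80 kb and 0.099 at 200 kb. It was negative at larger distances, with -0.21 at 1 Mb and -0.18 at 4 Mb. With equal totals the ratio at 40 kb was 0.22, larger in size than any control pair, which ran from -0.138 to 0.111. The HP1a-KD contacts at 40 kb gave 0.083, 0.110 and 0.124 with the Control-KD of the Nxf2, the H1 and Egg and the Piwi series. None of these was larger in size than -0.138, and the sign of a control pair is arbitrary. In the same order, the HP1a-KD contacts at 80 kb gave 0.208, 0.108 and 0.120, each above the highest control pair, 0.10, and the HP1a-KD contacts at 1 Mb gave -0.176, -0.214 and -0.259, each below the lowest control pair, -0.084. Egg-KD had a ratio of 0.29 at 40 kb as deposited and 0.078 with equal totals, the latter within the control-pair spread of 0.085. With equal totals it had -0.225 at 400 kb, below the lowest control pair, -0.15, and the Egg-KD contacts at 400 kb gave -0.283, -0.228 and -0.078 with the Control-KD of the HP1a, the Piwi and the Nxf2 series. H1-KD had -0.12 at 40 kb and 0.24 at 10 Mb. The H1-KD contacts at 40 kb gave 0.000, -0.137 and -0.097 with the Control-KD of the HP1a, the Nxf2 and the Piwi series. None of these was below the lowest control pair, -0.138. In the same order, the H1-KD contacts at 10 Mb gave 0.146, 0.176 and 0.289, each above the highest control pair, 0.142.

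**Figure D2:**
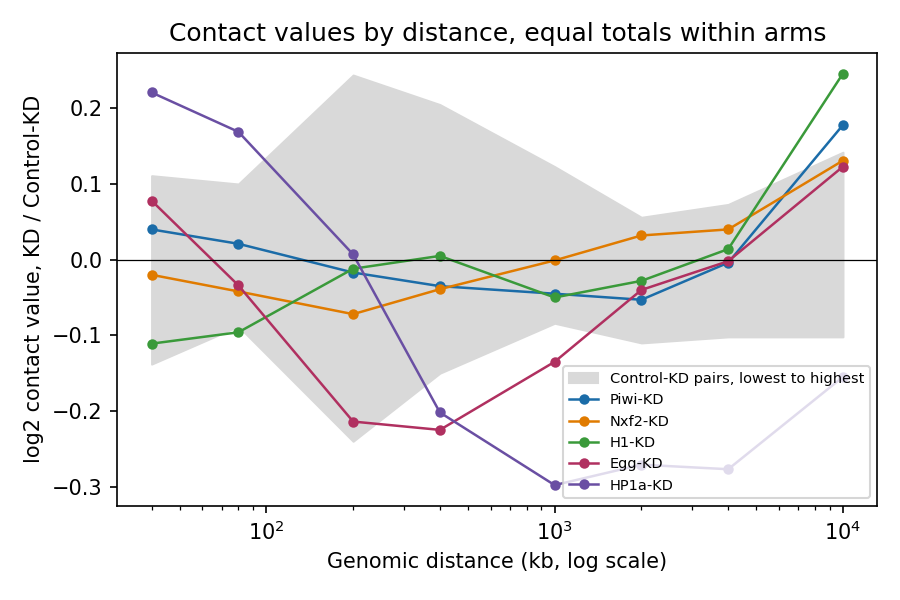
Log2 ratio of mean contact values, KD over Control-KD, with both matrices scaled to the same total within arms (y axis), against genomic distance in kb on a log scale (x axis) for the 5 knockdowns, from merged replicates. The grey area spans the lowest to the highest ratio of the 6 pairs of Control-KD matrices, and HP1a-KD lies above it at 40 kb with 0.22 and below it at 1 Mb with -0.30.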

Since this global increase in short‐range interaction is independent of piRNA target insertions, we hypothesized that a general cell state, such as the cell cycle, is affected. To test this, we analyzed the cell cycle of OSCs upon KD of Piwi and HP1a, using propidium iodide staining followed by FACS analysis (Fig EV5B). For HP1a‐KD, we found a decrease in populations at the G1 state and increase in populations at the G2‐M state, where the impact on cell cycle upon Piwi‐KD was limited. In mouse ES cells, it has previously been shown that short‐range contacts are lower in G1 state and higher in G2‐M state (Nagano *et al*, 2017). Therefore, the global increase in short‐range interactions observed upon HP1a‐KD may be due to their effect on cell cycle state.

**Figure EV5:**
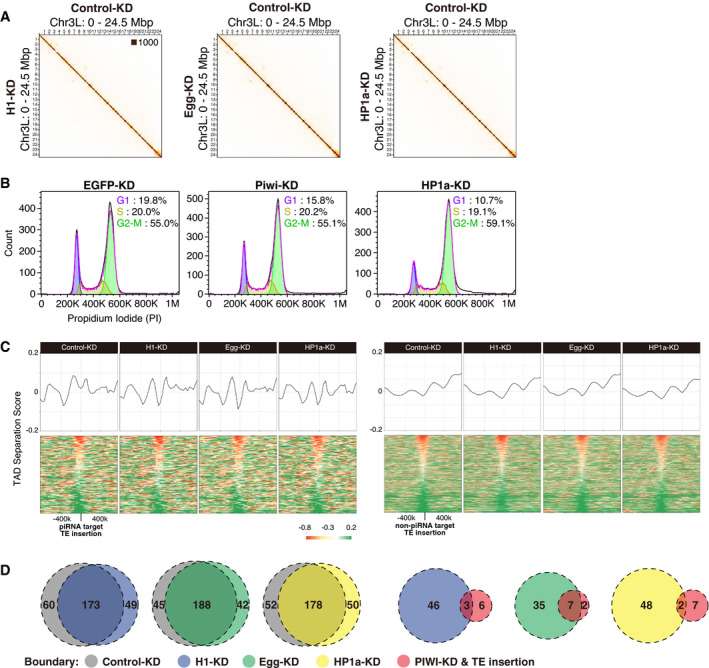
Chromatin conformational changes induced by H1, Egg, and HP1a Hi‐C interaction matrices of the Control (EGFP)‐KD and H1 (left)‐, Egg (middle)‐, or HP1a (right)‐KD OSCs at Chromosome 3L (40 k resolution).Cell cycle analysis of OSCs with KD of EGFP (control), Piwi, or HP1a. Correlated dual‐variable plots of cell counts versus propidium iodide uptake. The ratio of G1 (purple), S (yellow), and G2‐M (green) cell populations is indicated. A decrease in the G1 population and an increase in the G2‐M population are observed for HP1a‐KD.Average TAD separation score at piRNA target TE insertions and non‐piRNA target TE insertions for Control (EGFP)‐, H1‐, Egg‐, or HP1a‐KD (upper). Heatmap showing changes in the TAD separation score for each piRNA target TE insertion sites (lower). This analysis indicates that a weak decrease of separation score upon indicated KDs occurs at piRNA target TE insertion sites.Venn diagrams displaying the number of TAD boundaries detected using EGFP‐ and H1 (left)‐, Egg (middle), or HP1a (right)‐KD Hi‐C interactions (left). Venn diagrams of TAD boundaries detected specifically for H1 (left)‐, Egg (middle)‐, or HP1a (right)‐KD OSC, and TAD boundaries that are Piwi‐KD specific and harbor piRNA target TE insertions (right). The number of boundaries observed specifically for H1 and HP1a‐KD was relatively high (49 and 50). However, the overlap with Piwi‐KD boundaries was low (3 and 7). In the case of Egg‐KD, 7 boundaries out of 42 Egg‐KD specific boundaries were shared with Piwi‐KD specific boundaries.

**Figure 6:**
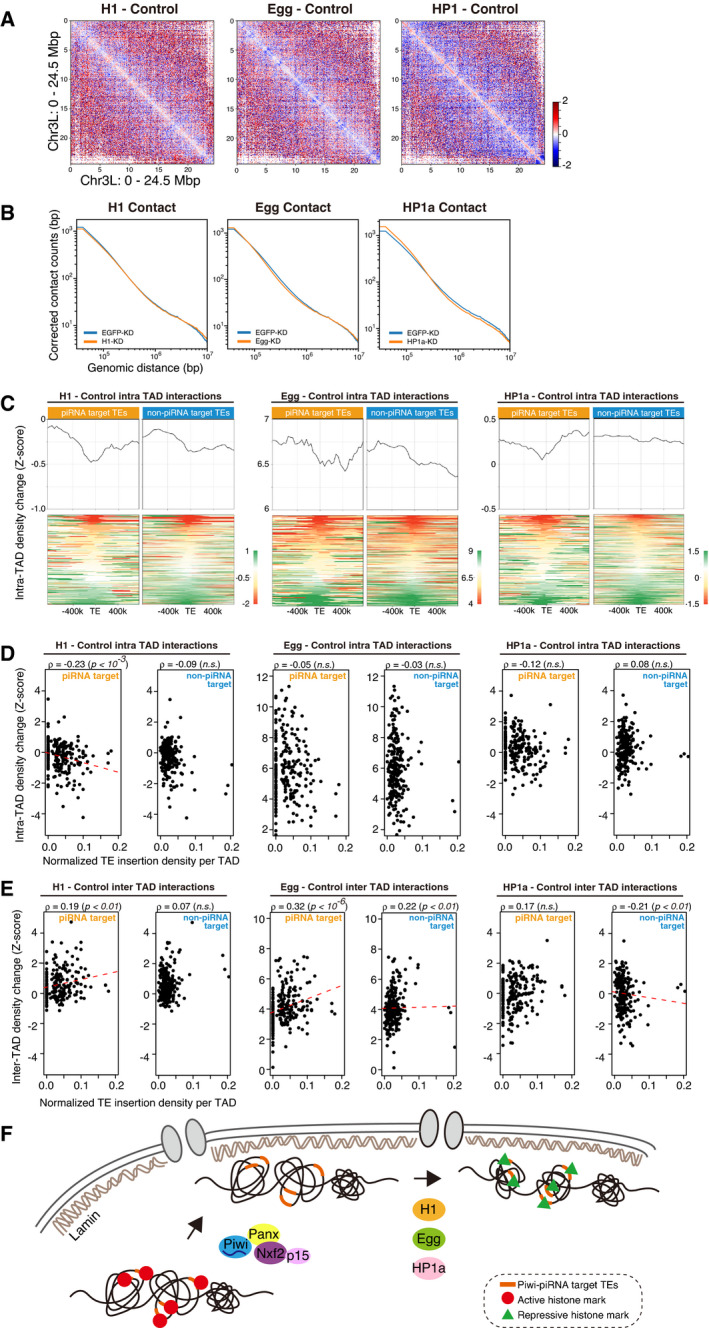
Downstream factors, H1, Egg, and HP1a, cooperatively regulate chromatin conformation in the Piwi–piRNA pathway Differential interaction heatmap for chromosome 3L (40 k resolution) in log_2_ fold change, showing increased (red) and decreased (blue) interacting bins upon H1(left)‐, Egg(middle)‐, or HP1a(right)‐KD.Relative contact probability (RCP) plot showing corrected contact counts at different genomic ranges, genome widely. RCP values are compared between EGFP‐KD (blue) and H1(left)‐, Egg(middle)‐, or HP1a(right)‐KD OSCs.Differential intra‐TAD interaction density score upon H1 (left)‐, Egg (middle)‐, or HP1a (right)‐KD (upper), centering TE insertions. Heatmap showing changes in the intra‐TAD interaction score of each piRNA target TE insertion sites (lower). The results are shown for piRNA target TE (left) and non‐piRNA target TE (right) insertions.Dot plot showing the correlation between the normalized density of indicated TEs per TAD (*x*‐axis) and changes in intra‐TAD interactions upon H1(left)‐, Egg(middle)‐, or HP1a(right)‐KD (*y*‐axis). Trend lines are in red. Spearman’s rank correlation rho is indicated along with the *P*‐value (algorithm AS 89). n.s.; not significant (*P* > 0.05)Dot plot showing the correlation between the normalized density of indicated TEs per TAD (*x*‐axis) and changes in inter‐TAD interactions upon H1(left)‐, Egg(middle)‐, or HP1a(right)‐KD (*y*‐axis). Trend lines are in red. Spearman’s rank correlation rho is indicated along with the *P*‐value (algorithm AS 89). n.s.; not significant (*P* > 0.05).Schematic model of stepwise Piwi–piRNA‐mediated regulation of nuclear architecture and chromatin state.

We also defined TADs for these KD samples and found that the decrease in short‐range intra‐TAD interactions in H1‐KD correlated with piRNA target TE insertions (Fig 6C). Also, a slight decrease in intra‐TAD interactions was observed for Egg‐ and HP1a‐KD, though not as strong as in the H1‐KD. 

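Over all 325 TADs of the respective Control-KD, the mean intra-TAD Z-score was -0.50 upon H1-KD, -0.25 upon Egg-KD and 0.06 upon HP1a-KD, with SDs across TADs of 1.01, 1.05 and 1.02, and a control-pair spread of 0.19. With the Control-KD of the Nxf2, the HP1a and the Piwi series, the H1-KD mean intra-TAD Z-score was -0.141, -0.365 and -0.387, the first within that spread. In the same order, the Egg-KD mean intra-TAD Z-score was 0.112, -0.151 and -0.112, each within it. A Z-score of -2 or lower was found for 21, 13 and 8 TADs. On recovered contacts TADs were called anew, and 3, 4 and 2 of those reached it, so the counts do not follow the same TADs. The mean log2 change within TADs was -0.053 upon H1-KD, 0.28 upon Egg-KD and 0.29 upon HP1a-KD as deposited, and 0.065 upon Egg-KD with equal totals, so the sign of the Egg-KD mean differs between the log2 ratio and the Z-score. TADs with and without piRNA target TEs are not separated here.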

Consistently, when we analyzed the piRNA target TE insertions and decrease in intra‐TAD interactions per TAD, weak correlation was detected for H1‐KD, but not for Egg‐ nor HP1a‐KD (Fig 6D). In the case of inter‐TAD interactions, the correlation between increased interactions and piRNA target TE insertions per TAD was observed for H1‐ and Egg‐KD (Fig 6E). However, for the Egg‐ and HP1a‐KD, a slight correlation between inter‐TAD interactions was also observed for non‐piRNA target insertions, suggesting that Egg and HP1a may affect inter‐TAD interactions with TE insertions independent of Piwi–piRNA regulations.

For TAD boundaries, a decreased TAD separation score at piRNA target TE insertions could also be observed at these KD samples, though this is not as strong as in the Piwi‐KD (Figs EV5C and EV2F). 

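The number of called boundaries without a Control-KD boundary within 1 bin was 39 in H1-KD, 49 in Egg-KD and 54 in HP1a-KD, out of 326, 348 and 341. Simulated comparisons without a change gave at most 27, 26 and 28 such boundaries at these depths. With their own Control-KD, the HP1a-KD count was over 1.5 times the most found between Control-KD matrices, while the others were not. With the Control-KD of the H1 and Egg series, the HP1a-KD specific boundaries numbered 46, under that limit. With those of the HP1a, the Nxf2 and the Piwi series, the Egg-KD specific boundaries numbered 51, 55 and 55, past that limit. Without the rank-sum filter, the Egg-KD count was 30.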

The number of novel TAD boundaries within KD samples was larger than that of Piwi‐KD, especially for H1‐ and HP1a‐KD (Fig EV5D). This may be because these factors broadly impact gene expression beyond piRNA target TEs. In line with this, most of these H1‐ and HP1a‐KD specific boundaries do not overlap with Piwi‐KD specific TADs that overlap with TEs (Fig EV5D), indicating many novel TAD boundaries found under these conditions are independent of Piwi–piRNA regulation. In contrast, 7 out of 9 novel TAD boundaries observed specifically for the Piwi‐KD sample overlapped with novel TAD boundaries seen in Egg‐KD samples. This suggests that H3K9me3 modification plays a key role in boundary modulation at piRNA target inserted regions.

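All Piwi-KD specific boundaries were compared here, not those at TEs. Of the 38, 8 lay within 1 bin of a boundary specific to H1-KD and 20 within 1 bin of one specific to HP1a-KD. The median of 1000 circular shifts was 1 for H1-KD and 2 for HP1a-KD, with at most 6 and 11. Boundaries specific to 1 of 2 Control-KD matrices also recur without a knockdown: between control pairs that share no matrix, 2 to 9 were found in both.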

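For Egg-KD, 19 of the 38 Piwi-KD specific boundaries lay within 1 bin of one of its 49 specific boundaries, and for Nxf2-KD 10 of 38 lay near one of 31. Circular shifts gave at most 8 and 5. With windows of 200 to 800 kb, the number shared with Egg-KD was 11. From the overlap with Egg-KD, the paper proposes a key role of H3K9me3 in modulating boundaries at piRNA target regions.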

These data indicate that downstream factors of the Piwi–piRNA pathway, H1, Egg, and HP1a, have a different impact on chromatin conformational change caused by Piwi–piRNA regulation. Loss of H1 has a higher impact in terms of both increased intra‐TAD interactions and decreased inter‐TAD interactions at piRNA target TE insertions, and Egg may contribute to boundary formation. We have previously shown that H1 and HP1a function in parallel pathways in a synergistic manner in the Piwi–piRNA pathway (Iwasaki *et al*, 2016). Therefore, H1, Egg, and HP1a, all of which function downstream of Piwi and Nxf2, would cooperate to induce chromatin conformational change at piRNA TE coding loci.

## Discussion

Here, we propose a model where Piwi–piRNA‐mediated TE regulation of targets is linked to changes in nuclear localization, chromatin conformation, and histone modifications (Fig 6F). Interestingly, this occurs in a stepwise manner, where localization and removal of active histone marks is followed by repressive histone marks and chromatin conformational change. These results suggest that nuclear small RNA‐mediated regulation modifies nuclear architecture at the genomic level.

A general conundrum in this field is whether nuclear positioning controls gene expression or vice versa (Luperchio *et al*, 2014; van Steensel & Furlong, 2019). There is some evidence that transcription can counteract lamina interactions and modulate Hi‐C contacts. The relocation of piRNA target TEs after Piwi‐ or Nxf2‐KD could be a secondary effect of transcriptional activation. Meanwhile, slight de‐repression of piRNA target TEs upon the depletion of lamin proteins (Fig 1E) may suggest a possible defect in transcription upon disruption of lamina association. Defects in transcriptional regulation and nuclear localization upon Piwi‐KD occur prior to changes in H3K9me3 histone marks and chromatin conformation (Figs 4 and 5L) (Murano *et al*, 2019). In *C. elegans*, heterochromatin regions with H3K9me3 histone marks are anchored to perinuclear regions (Towbin *et al*, 2012). This suggests that in the Piwi–piRNA pathway, deposition of H3K9me3 at a later step reinforces the association of chromatin regions with perinuclear regions. Indeed, Piwi or Nxf2 knockdown, which decreases the Lamin DamID‐seq signal at Piwi–piRNA target regions (Figs 2 and 5), also results in a major decrease in H3K9me3 levels (Batki *et al*, 2019; Fabry *et al*, 2019; Murano *et al*, 2019; Zhao *et al*, 2019). These results suggest that lamina localization may both be the cause and result of TE repression. Nuclear peripheral localization may affect gene expression to some extent, and the regulation of gene expression may be enforced due to its localization to the nuclear periphery.

We proposed that the Piwi–piRNA pathway triggers spatial regulation of genomic regions in order to repress transposable elements. In other words, Piwi–piRNA system may be able to send target regions to specific positions within the nucleus in order to efficiently regulate their expression. In OSCs, piRNAs are generated and loaded onto Piwi protein at the cytoplasmic Yb body (Saito *et al*, 2010). Therefore, target gene localization to the nuclear periphery may facilitate regulation by Piwi–piRNAs imported from the cytoplasm. Within the nucleus, Piwi–piRNA functions together with Panx‐Nxf2‐p15 at the nascent transcript, in order to silence target TEs (Batki *et al*, 2019; Fabry *et al*, 2019; Murano *et al*, 2019; Zhao *et al*, 2019). Recent studies have suggested that Panx‐Nxf2‐p15 complex forms condensates upon Piwi–piRNA‐mediated silencing (Eastwood *et al*, 2021; Schnabl *et al*, 2021). Condensate formation is coupled to dimerization of Panx‐Nxf2‐p15 complex, and piRNA target regions may therefore be spatially regulated upon silencing. Moreover, it has been proposed that condensate formation is stimulated by nascent RNA produced during early steps in transcription initiation (Henninger *et al*, 2021). By analogy with these observations, nuclear localization and chromatin conformational changes observed in this study may also be linked to condensate formation and possibly form a spatial structure for Piwi–piRNA regulation.

Although Piwi–piRNA regulation affects nuclear localization of target chromatin regions, the effect on TAD boundaries was limited, and the effect mainly observed as changes in intra‐ and inter‐TAD interactions (Fig 3). In line with this observation, it has been reported that even depletion of nuclear lamins does not result in modulation of TAD boundaries in *Drosophila* or mouse ES cells (Zheng *et al*, 2018; Ulianov *et al*, 2019). This suggests that changes in nuclear localization of target chromatin regions are not directly linked to modulation of TAD boundaries, but Piwi–piRNA regulation affects expression levels of genes that are localized within the same TAD as piRNA target TEs. This is consistent with the fact that Piwi–piRNA regulation regulates not only expression, histone modifications, and chromatin accessibility of its target TEs, but also their neighboring regions (Sienski *et al*, 2012; Iwasaki *et al*, 2016).

Recent studies have revealed that heterochromatin structure is dynamic and relatively large molecules can move between both heterochromatin and euchromatin regions (Hihara *et al*, 2012). In addition, some essential genes have been reported to be encoded and transcribed in heterochromatin (Marsano *et al*, 2019). The Piwi–piRNA system, which is reversible and can be reversed upon loss of Piwi proteins or specific piRNAs, may contribute to this dynamic regulation of heterochromatic regions. Since Piwi proteins and piRNAs are specifically expressed in the germline, it may be the case that the Piwi–piRNA system has come to regulate nuclear architecture in these inheritable populations. It is tempting to speculate that gene expression and nuclear localization of chromatin is designed to account for TE regulation by Piwi–piRNAs. Inversely, TEs may even function as “functional motifs” in order to rewire nuclear architecture (Ohtani & Iwasaki, 2021). The dynamics of heterochromatin regulation by the Piwi–piRNA pathway therefore provides insight into complex gene regulation controlled by TEs and even impacts the genome at the level of nuclear architecture.

## Materials and Methods

### Cell lines

Ovarian somatic cells (OSCs) were established in previous studies (Niki *et al*, 2006; Saito *et al*, 2009). OSCs were cultured at 26°C in Shield and Sang M3 Insect Medium (Caisson Laboratories) supplemented with 10% fly extract, 10% fetal bovine serum, 0.6 mg/ml glutathione, and 10 μg/ml insulin.

### Cell transfection

For siRNA transfection into OSCs, 200 pmol siRNA duplex was nucleofected into 3.0 × 10^6^ cells using the Cell Line 96‐well Nucleofector Kit SF (Lonza) and program DG150 of the 96‐well Shuttle Device (Lonza) or Cell Line Nucleofector Kit V (Lonza) and program T‐029 of the Nucleofector II Device (Lonza). The siRNAs were transfected twice for 4‐day KD and once for 2‐day KD. Piwi‐KD was performed for 4 days, while Lam/LamC‐KD was performed for 2 days due to the severe damage caused to cells. siRNA sequences are listed in Table EV2. All of the siRNAs were tested for their efficiency to silence target genes in the previous study (Iwasaki *et al*, 2016; Murano *et al*, 2019). Co‐transfection of siRNA and plasmid DNA was performed using the Cell Line Nucleofector Kit V (Lonza) and program T‐029 of the Nucleofector II Device (Lonza).

### Immunoprecipitation

To obtain whole‐cell lysate, OSCs were washed in PBS and lysed in IP buffer (50 mM HEPES‐KOH pH 7.4, 200 mM KCl, 1 mM EDTA, 1% Triton X‐100, 0.1% Na‐deoxycholate or 30 mM HEPES‐KOH pH 7.4, 150 mM KOAc, 5 mM MgOAc, 5 mM DTT, 0.1% NP40) followed by syringe homogenization using 30G needle and probe sonication (Bioruptor). After centrifugation, the supernatant was used for immunoprecipitation. Antibodies were immunized on Dynabeads Protein G (Thermo Fisher) and incubated with lysates for 2–4 h, at 4°C. Then, beads were washed three to five times in IP buffer. Anti‐Piwi (Saito *et al*, 2006), anti‐Lam (DHSB, ADL84‐12), and anti‐LamC (DSHB, LC28.26) antibodies were used, and control immunoprecipitation using mouse nonimmune IgG (IBL) was conducted in parallel.

### Western blotting

Western blotting was performed as described previously (Saito *et al*, 2006). Anti‐Piwi (Saito *et al*, 2006), anti‐Lam (DHSB, ADL84‐12), anti‐LamC (DSHB, LC28.26), and anti‐Tubulin (DSHB, E7) antibodies were used. Intensity of the bands was quantified using ImageJ software (Schneider *et al*, 2012).

### Immunofluorescence

Immunofluorescence of OSCs was performed using anti‐Lam (DHSB, ADL84‐12) or anti‐LamC (DSHB, LC28.26) antibody as described previously (Iwasaki *et al*, 2016). Indicated antibodies were used for a primary antibody, and Alexa Fluor488‐conjugated anti‐mouse IgG1 (Molecular Probes) (1:1,000 dilution) was used as a secondary antibody. Slides were mounted using VECTASHIELD Mounting Medium with DAPI (Vector Laboratories).

### Quantitative reverse‐transcription PCR

qRT–PCR analysis was performed as previously described (Iwasaki *et al*, 2016). Oligonucleotides used for qRT–PCR primers are described in Table EV2.

### Tethering assay using OSCs

Tethering assay was performed as described previously using the same system (Murano *et al*, 2019). A stable line of OSC with reporter construct of 14× boxB at the intron of luciferase (pUb‐14boxB‐Fluc) was used together with λN‐HA fusion protein expression constructs that were adopted from our previous study (Murano *et al*, 2019). For the tethering assay, 3 × 10^6^ OSCs were transfected with 5 μg of plasmid DNA using the Cell Line Nucleofector Kit V (Lonza) and Program T‐029 of the Nucleofector II Device (Lonza) and passaged in four wells of a 24‐well tissue culture plate. Cells were harvested for ChIP‐qPCR assay after 48 h or 96 h.

### Chromatin enrichment for proteomics

Chromatin enrichment for proteomics (ChEP) was performed as described previously (Kustatscher *et al*, 2014). Briefly, OSCs were fixed with formaldehyde, lysed, and digested with RNase. Nuclei was resuspended with 4% SDS buffer and mixed with 8 M urea buffer. Nuclei were washed with SDS buffer and storage buffer followed by ultrasonication for DNA shearing and boiling the samples to reverse formaldehyde cross‐links. Samples were reduced, alkylated, and digested by phase transfer surfactant‐aided digestion method (Masuda *et al*, 2008). Peptides were desalted on an C18‐SCX StageTips (Adachi *et al*, 2016) and applied LC‐MS/MS (coupling an UltiMate 3000 Nano LC system (Thermo Scientific, Bremen, Germany) and an HTC‐PAL autosampler (CTC Analytics, Zwingen, Switzerland) to a Orbitrap Elite mass spectrometer (Thermo Scientific)). Peptides were delivered to an analytical column (75 μm × 30 cm, packed in‐house with ReproSil‐Pur C18‐AQ, 1.9 μm resin, Dr. Maisch, Ammerbuch, Germany) and separated at a flow rate of 280 nl/min using a 145‐min gradient from 5% to 30% of solvent B (solvent A, 0.1% FA and 2% acetonitrile; solvent B, 0.1% FA and 90% acetonitrile). The instrument was operated in the data‐dependent mode. Survey full scan MS spectra (m/z 300–1,500) were acquired in the Orbitrap with 30,000 resolution after accumulation of ions to a 1 × 10^6^ target value. Dynamic exclusion was set to 60 s. The 20 most intense multiplied charged ions (*z* ≥ 2) were sequentially accumulated to a 1 × 10^5^ target value and fragmented in the collision cell by CID with a maximum injection time of 50 ms. Typical mass spectrometric conditions were as follows: spray voltage, 2 kV; heated capillary temperature, 200°C; and normalized HCD collision energy, 35%. The MS/MS ion selection threshold was set to 1 × 10^3^ counts. A 2.0 Da isolation width was chosen. Raw MS data were processed by MaxQuant (version 15.1.2) supported by the Andromeda search engine. The MS/MS spectra were searched against the UniProt *Drosophila* melano database with the following search parameters: full tryptic specificity, up to two missed cleavage sites, carbamidomethylation of cysteine residues set as a fixed modification, and N‐terminal protein acetylation and methionine oxidation as variable modifications. The false discovery rate of protein groups, peptides, was less than 0.01.

### Proteomics data analysis

Total of six replicates (three biological replicate samples and two technical replicates for each sample) were obtained per sample. Fold change for Piwi‐KD sample and EGFP‐KD sample was calculated for each experiment, and *t*‐test was performed in order to calculate *P*‐value of obtained fold changes. Adjusted *P*‐value (Bonferroni test) was calculated for replicate samples, and proteins with adjusted *P*‐value under 0.05 were shown in red. Volcano plot was created using R. Maximum log_10_ *P*‐value was set to 6. Argk protein, whose expression level was decreased upon Piwi‐KD, was the only protein which was out of this range (log_10_ *P*‐value of 7.2, log_2_ FC of −2.17). 25 proteins with adjusted *P*‐value under 0.05 were listed and analyzed for enriched Gene Ontology terms using DAVID v6.8 (Jiao *et al*, 2012). Terms with *P*‐value under 0.1 were extracted.

### mRNA‐seq and small RNA‐seq data analysis

Small RNA‐seq data and mRNA‐seq data upon Piwi‐ or Nxf2‐KD were obtained from the previous studies (Iwasaki *et al*, 2016; Data ref: Iwasaki *et al*, 2016; Murano *et al*, 2019; Data ref: Murano *et al*, 2019). Bowtie 2.2.9 (Langmead & Salzberg, 2012) was used with the default parameters to map sequences to the *Drosophila genome* (dm3). The positions of TE insertions within the genome were adopted form the previous study (Sienski *et al*, 2012; Data ref: Sienski *et al*, 2012). Reads mapped to the genome were then mapped to the *Drosophila melanogaster* TE consensus sequence from Repbase (Jurka, 1998), using Bowtie 1.0.1, and those that were uniquely mapped were extracted. Expression levels (RPM) of TEs were calculated using reads that were mapped to the TE consensus sequence. Expression levels (RPKM) of FlyBase genes were calculated using TopHat 2.0.14 (Trapnell *et al*, 2009) and DESeq2 (Love *et al*, 2014). *Drosophila melanogaster* (dm3) GTF files obtained from Illumina iGenomes were used to define known gene structures.

### Hi‐C analysis

Hi‐C using OSCs were performed as described previously (Ulianov *et al*, 2016) with some minor modifications. OSCs were fixed with 1% formaldehyde for 10min and stored at −80° before usage. 5 × 10^5^ cells were lysed and chromatin digested using 30G needle. Chromatin digestion was performed using HindIII restriction enzyme. Ends were filled with biotin‐14‐dCTP followed by blunt‐end ligation. Proteins were reverse‐crosslinked from the cells, and DNA purification was performed. Biotin was removed from un‐ligated ends, and DNA was sonicated using covaris S220 (covaris). Sonicated DNA was used for biotin pull down by streptavidin conjugated to Dynabeads® MyOne™ Streptavidin C1 beads (Invitrogen). Pulled‐down DNA was used as the template to construct DNA library using NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB). The prepared library was checked for its quality by using NheI digestion. Obtained libraries were sequenced using HiSeq4000 (Illumina) or HiSeq X (Illumina) instrument.

### Hi‐C data analysis

We first identified the highest appropriate resolution for our Hi‐C datasets by analyzing the reproducibility between replicates (Yardimci *et al*, 2019). Specifically, we visualized the reproducibility scores produced by GenomeDISCO (Ursu *et al*, 2018), HiCRep (Yang *et al*, 2017), and QuASAR‐Rep (Yardimci *et al*, 2019) software to analyze efficient resolution that can be used to perform Hi‐C analyses, and used 40 kb resolution, where the scores begin to plateau, for all subsequent analyses. HiCExplorer v3.3 software (Ramirez *et al*, 2018) was basically used for the calculation of Hi‐C matrix, and GENOVA v1.0 was used for visualizing the results. Two replicates were performed per knockdown, and hicCorrelate was used to calculate correlation between replicate samples. Due to the high correlation between replicates, samples were combined by using hicSumMatrices for the further analysis. Bins of too low or high coverage were removed, and the Hi‐C matrix was iteratively corrected by ICE using hicCorrectMatrix. Hi‐C matrix was further normalized between different knockdown samples (e.g., EGFP vs Piwi) using hicNormalize. Hi‐C differential heatmaps were created using hicCompareMatrices, and relative contact probability per genomic distance plots was created using hicPlotDistVsCounts. TADs were defined using hicFindTADs, and matrixes were converted into ginteractions file using hicConvertFormat. Hi‐C interaction counts involving 40 kb genomic bins located in the same TAD were summed together to create intra‐ and inter‐TAD Hi‐C matrices. To evaluate the enrichment of intra‐ and inter‐TAD interactions involving specific TAD(s), the background distributions of intra‐ and inter‐TAD interactions were estimated by randomly sampling genomic regions with the same sizes as TADs from the same chromosomes and calculating the means and standard deviations of observed interaction counts. This scheme essentially reduced biases in Hi‐C interaction counts due to TAD sizes and chromosomes. Then, the Z‐score for each intra‐ and inter‐TAD interaction was calculated using the formula Z‐score = (log_2_ fold change − average log_2_ fold change)/standard deviation of log_2_ fold change. Lastly, ginteractions file was converted to hicpro format using in‐house script and used as an input for the visualization using GENOVA. Hi‐C contact heatmaps and insulation heatmaps were created using GENOVA.

### DamID‐seq analysis

pNDamMyc plasmid (van Steensel & Henikoff, 2000) was a kind gift from Dr. Bas van Steensel. Lamin was cloned into pNDamMyc vector as described previously (Pickersgill *et al*, 2006). pNDamMyc plasmid was digested using NotI and XbaI, and amplified Lamin sequence was cloned into the plasmid by using In‐Fusion HD cloning system (Clontech). Cloned sequence was confirmed by sequencing. Oligonucleotides used for amplification of Lamin are described in Table EV2. DamID‐seq was performed as described previously with some modifications (Pickersgill *et al*, 2006). DamID vectors were transfected into OSCs using Nucleofector as described in the “Cell transfection” section, one day before cell harvest. Genome DNA precipitation, DpnI digestion, adapter ligation, DpnII digestion, PCR, and PCR cleanup were performed as described within “Van Steensel Lab version 28/08/2006” protocol. Obtained DNA was used as the template to prepare deep sequencing library by using NEB Next Ultra II DNA library prep kit (NEB). Libraries were sequenced by using HiSeq X Ten instrument (Illumina).

### Dam‐ID‐seq data analysis

Adapters were removed using Cutadapt, and reads shorter than 50nt after adapter removal were discarded. damidseq_pipeline (Marshall & Brand, 2015) was used to map the reads to *Drosophila melanogaster* (dm3) genome, followed by normalization and background reduction. Within damidseq_pipeline, bowtie2 is used for mapping the reads with default parameter, which also permits multi‐mapped reads. The multi‐mapped reads are mapped to only one of the best mapped loci. We used *q*‐value cutoff 0 (to include multi‐mapped reads) and fragment size of 300. Due to the high correlation of replicate samples (*r* ^2^ = 0.67–0.77; *P*‐value < 2.2e‐16), two replicate reads were merged for the further analysis. After mapping of DamID‐seq reads to the genome, log_2_ ratio of Lam‐Dam/Dam was compared against Control‐ and Piwi‐ or Nxf2‐KD according to the gene annotations downloaded from flybase (dmel‐all‐r5.57.gff).

To precisely analyze effect of Lamin DamID‐seq signals against each type of TEs, genome‐mapped reads were extracted and mapped to transposon consensus sequence obtained from Repbase (Jurka, 1998), permitting up to three mismatches but only those that mapped uniquely to the TE consensus sequence. In‐house script was used in order to count GATC overlapped reads and calculate Lam‐Dam/Dam log_2_ ratio, according to normalization obtained by genome‐wide analysis using damidseq_pipleline. Dot plot and coverage of reads were generated using R.

LADs were defined as described previously (van Bemmel *et al*, 2010) with some modifications. Briefly, sharp transitions in the DamID signal were identified as a “border” region, and adjacent transitions were combined into domains if at least 75% of the enclosed probes have a positive log_2_ ratio. Each domain must have length of at least 5 kbp.

### ChIP‐qPCR and ChIP‐seq analysis

ChIP was performed as described previously (Iwasaki *et al*, 2016). Briefly, OSCs (3 × 10^7^) were fixed and lysed, and their nuclei were isolated using truChIP Chromatin Shearing Kits (Covaris), in accordance with the manufacturer’s instructions. Sodium deoxycholate was added to a final concentration of 0.4% prior to shearing. DNA was sonicated to ˜300 bases using Bioruptor (Cosmobio) and then diluted with ChIP buffer [1 × 50 mM HEPES‐KOH pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% Triton X‐100, Halt Protease Inhibitor Cocktail (Thermo Scientific)]. DNA–protein complexes were incubated with 3 μg of anti‐H3K4me3 antibody (ab8580; Abcam) or H3K27Ac (ab4729; Abcam) on Dynabeads Protein G for 4 h, at 4°C. Beads were washed with ChIP buffer, high‐salt lysis buffer (50 mM HEPES‐KOH pH 7.4, 450 mM NaCl, 1 mM EDTA, 1% Triton X‐100, 0.1% SDS), and wash buffer (50 mM Tris–HCl pH 8.0, 1 mM EDTA, 250 mM lithium chloride, 0.5% NP‐40, 0.5% SDS) followed by TE (10 mM Tris–HCl pH 8.0, 1 mM EDTA). After reversing cross‐linking for 12–16 h at 65°C, samples were treated with RNase for 30 min at 37°C and Proteinase K for 60 min at 55°C. DNA was then recovered.

To perform ChIP‐qPCR, DNA templates were used to perform qPCR analysis as described in “Quantitative reverse‐transcription PCR” section. Primers used for qPCR analysis are described in Table EV2. To prepare ChIP‐seq libraries, DNA fragments from the ChIP experiment were sheared to ˜200 bases using Covaris S220 (Covaris). These were used for library preparation with the NEBNext Ultra II DNA Library Prep Kit for Illumina II (NEB), following the manufacturer’s protocol. ChIP‐seq libraries were sequenced with Illumina MiSeq using MiSeq Reagent Kit v3 for 150 cycles (Illumina).

### ChIP‐seq data analysis

For ChIP‐seq analysis, adapters were removed from the reads using Cutadapt, and subsequent reads shorter than 50 nt were discarded. ChIP‐seq reads were mapped to the *Drosophila genome* (dm3) using Bowtie 2.2.9 (Langmead & Salzberg, 2012) with the default parameters. MACS 1.4.2 (Zhang *et al*, 2008) was used for peak calling and generation of wig files. Reads mapped to the genome were extracted and mapped to *Drosophila melanogaster* TE consensus sequences from Repbase (Jurka, 1998), permitting only those that mapped uniquely to the TE consensus sequence. Metaplots of ChIP signals were calculated using ngs.plot (Shen *et al*, 2014). Coordinates of TE insertions and the euchromatin/heterochromatin distribution within OSCs were obtained from a previous publication (Sienski *et al*, 2012; Data ref: Sienski *et al*, 2012). ChIP‐seq data for H3K9me3 and H1 upon Piwi‐KD were obtained from the previous study (Iwasaki *et al*, 2016; Data ref: Iwasaki *et al*, 2016).

### Oligo‐FISH analysis

Oligo‐FISH probe construction was performed as described previously (Beliveau *et al*, 2015; Beliveau *et al*, 2018). Oligo‐FISH probes were designed as 26–32 nt target‐site sequence flanked by 19 nt identical adaptors at both ends using OligoMiner (Beliveau *et al*, 2018). 80 sequences from each of 3–5 kb genomic sequence (chr2L:429,791–433,786; chr3L:17,550,003–17,554,855; chr3L:17,947,436–17,951,209) and 51 sequences from 1,921 bp luciferase reporter sequence were selected for oligo‐FISH analysis. Oligonucleotide‐probe sequences are listed in Table EV3. Oligonucleotide pools were amplified with 5´‐fluorescence labeled (Cy3 or Cy5) and 5´‐phosphorylated adaptor sequence primers using KOD One PCR Master Mix (TOYOBO), followed by purification using nucleospin Gel and PCR Clean‐up (MACHEREY‐NAGEL). The strands labeled Cy3 and phosphate were digested by Lambda Exonuclease (New England Biolabs) for 30 min at 37°C and then purified to obtain 5´‐Cy3 labeled single‐strand oligonucleotide probes. Oligo‐FISH and immunofluorescence staining was performed as described previously (Markaki *et al*, 2013) with some modifications. Cells cultured on 18 × 18 mm coverslips were washed briefly with PBS, fixed with 4% formaldehyde/PBS for 10 min, rinsed with PBST (PBS + 0.02% Tween 20), quenched with 20 mM glycine/PBS for 10 min, and washed with PBST for 3 min. Next, samples were permeabilized with 1% Triton X‐100/PBS for 10 min, washed with PBST 3‐times, and incubated with 20% glycerol in PBS for 1 h. Following that, samples were processed with freeze–thaw steps by dipping into liquid N_2_ for 6‐times. Samples were then washed with PBS for 2 min twice, incubated with 0.1 N HCl for 5 min, washed with PBS for 2 min twice and with 2× SSC (30 mM trisodium citrate dihydrate, 300 mM NaCl) for 2 min twice, and incubated with 50% formamide/2× SSC overnight at 4°C. Next day, samples were incubated with fresh 50% formamide/2× SSC for 30 min at 60°C. Probes were ethanol‐precipitated with 10‐times amounts of salmon sperm DNA (BioDynamics Laboratory) and dissolved into probe solution (50% formamide, 10% dextran sulfate, 2× SSC), denatured for 4 min at 86°C, and on ice for 2 min. Sample coverslips were mounted on a drop of 100 ng/5 µl probe mixture, heated for 3 min at 86°C, and then incubated in a floating box in a 37°C water bath for 3 days. After incubation, samples were washed with 2× SSC for 5 min at 37°C 3‐times, with 0.1× SSC for 5 min at 60°C 3‐times and with 4× SSCT (4× SSC + 0.02% Tween 20) for 1 min at 37°C 4‐times. After oligo‐FISH staining, samples were proceeded with immunofluorescence staining step; samples were treated with 2% BSA/PBST for 1 h, incubated with 2 µg/ml anti‐Lam antibody (DHSB) /PBST for 1 h, washed with PBST for 5 min 3‐times, incubated with Alexa Fluor488‐conjugated anti‐mouse IgG1 (Molecular Probes) /PBST (1:1,000 dilution) for 1 h, and washed with PBST 3‐times. Samples were then post‐fixed with 2% formaldehyde/PBST for 10 min, washed with PBST 3‐times, counterstained with 2 µg/ml DAPI/PBST for 10 min, washed with PBST 3‐times, and rinsed briefly with ddH_2_O. Samples were mounted on a drop of VECTASHIELD Mounting Medium (Vector Laboratories). FISH and IF stained cells were observed using LSM 780 confocal microscopy (Carl Zeiss) with 63× Plan‐Apochromat oil‐immersion objective lens. 0.2‐µm interval 30–40 z‐section 3‐color images were obtained, and chromatic shifts were corrected using Chromagnon (Kraus *et al*, 2017). Images were then processed with rescaling to 0.02 µm voxels and Gaussian blur (sigma = 3) using Fiji (Schindelin *et al*, 2012). Nuclear region was detected from DAPI images by thresholding, and DAPI center and DAPI surface were calculated. FISH spot center was also calculated from Cy3 images, and then, relative radial position of FISH spot against DAPI center was calculated. Statistical analysis, Mann–Whitney *U*‐test, was performed using R.

## Author contributions

YWI designed and performed most of the experiments and analyzed the data with AS. SS and WI analyzed Hi‐C data. YK, YH, and ST performed oligo‐FISH analysis. JA and TT performed ChEP analysis. YWI and HS conceived the study and wrote the paper with input from all the other authors.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Review Process File Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

## Data Availability

The datasets produced in this study are available in the following databases: Deep sequencing data: NCBI Gene Expression Omnibus GSE158082 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158082). Chromatin enrichment for proteomics data: Japan ProteOme STandard Repository JPST001092 (https://repository.jpostdb.org/entry/JPST001092).

# Supplementary material for: Piwi–piRNA complexes induce stepwise changes in nuclear architecture at target loci
**Source:** EMBO J. 2021 Aug 2;40(18):e108345. doi: 10.15252/embj.2021108345
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

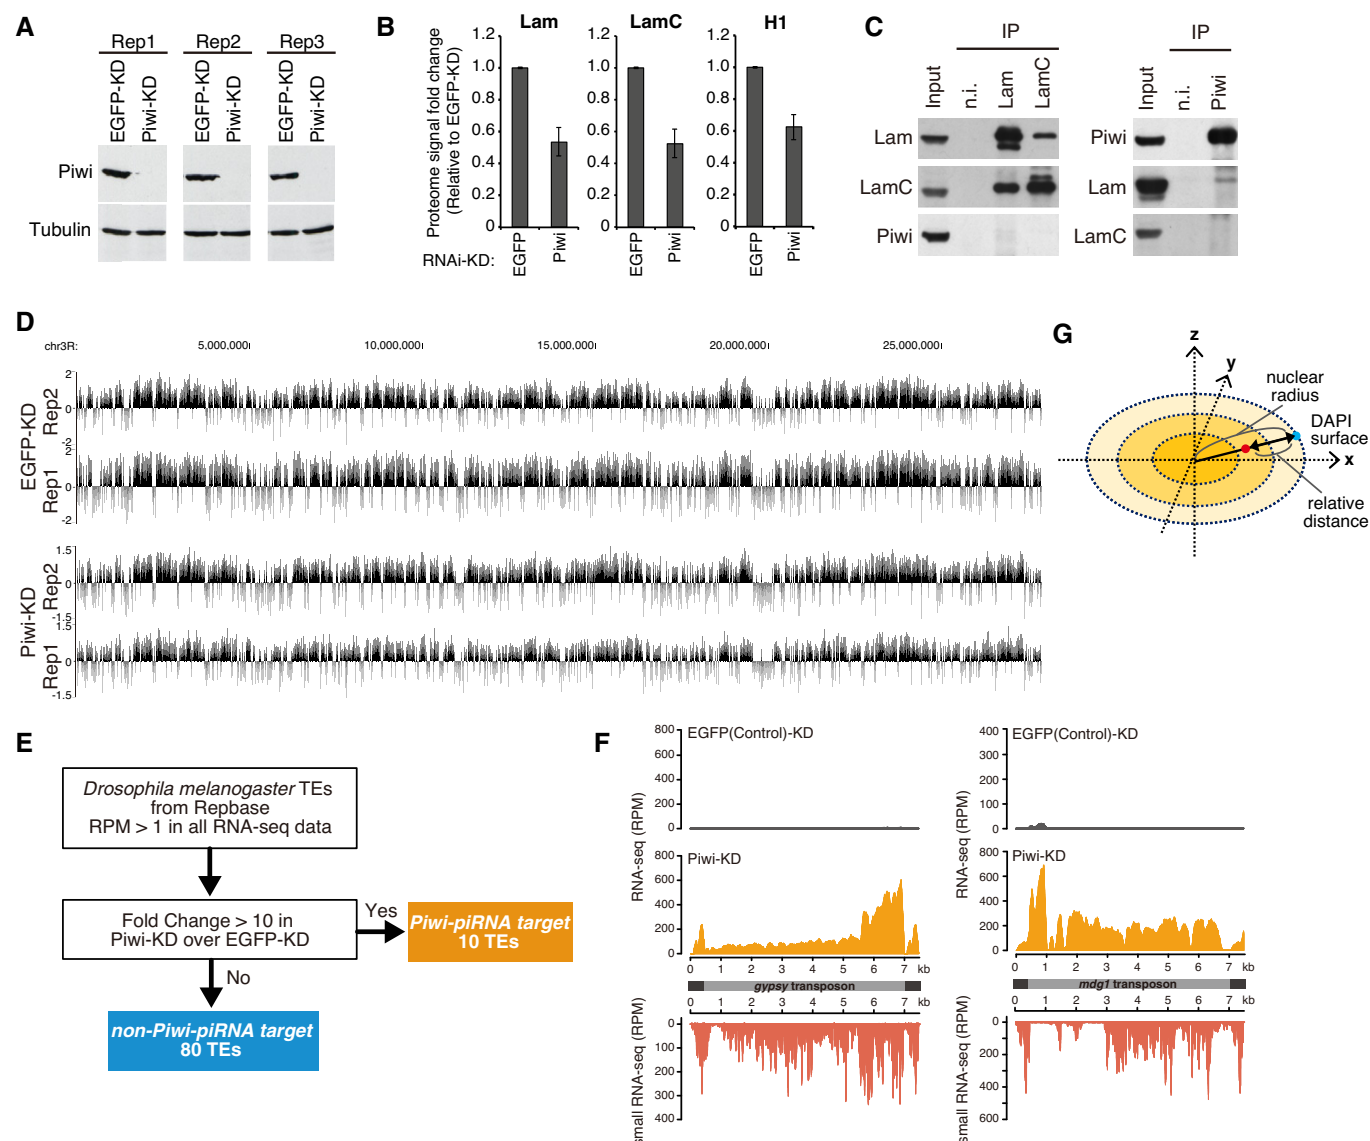

**Figure EV1. Piwi-piRNA target TEs are tethered to the nuclear periphery.**

- A RNAi KD of Piwi protein in three replicates, followed by Western blotting (WB). All the replicates show significantly decreased Piwi protein levels.
- B Fold change in extracted ChEP signals for Lam, LamC, and H1 (positive control). Error bars indicate SD ( $n = 3$ ), adjusted  $P$ -values  $< 0.05$ . Significant decreases in ChEP signals were observed for these proteins.
- C Immunoprecipitation (IP) from OSC lysate using anti-Lam, LamC, or Piwi antibody, followed by WB using indicated antibodies. Mouse immunoglobulin G (n.i.) was used for control IP. Association between Lam and Piwi could not be detected.
- D Chromosome-wide DamID-seq read distribution of Chr3R, showing that replicates have highly similar results. Replicates are therefore merged for further analysis.
- E Of *Drosophila melanogaster* TEs registered in Repbase, those with RPM values  $> 1$  in all RNA-seq data were extracted. Among those, 10 TEs with  $> 10$ -fold change in Piwi-KD/EGFP-KD expression were categorized as "piRNA target TEs". The other 80 TEs were grouped as "non-piRNA target TEs".
- F Density plots for RNA-seq signals and small RNA-seq signals over consensus sequences from piRNA target TEs (*gypsy* and *mdg1*) in EGFP (control)-KD or Piwi-KD cells. piRNA target TEs are de-repressed upon Piwi-KD, and small RNAs are mapped to their antisense direction.
- G Diagram describing the measurement of oligo-FISH signal from the nuclear periphery. DAPI surface was used to define nuclear periphery. The ratio of the distance from the FISH signal to the DAPI surface against the distance from the DAPI center to the DAPI surface.

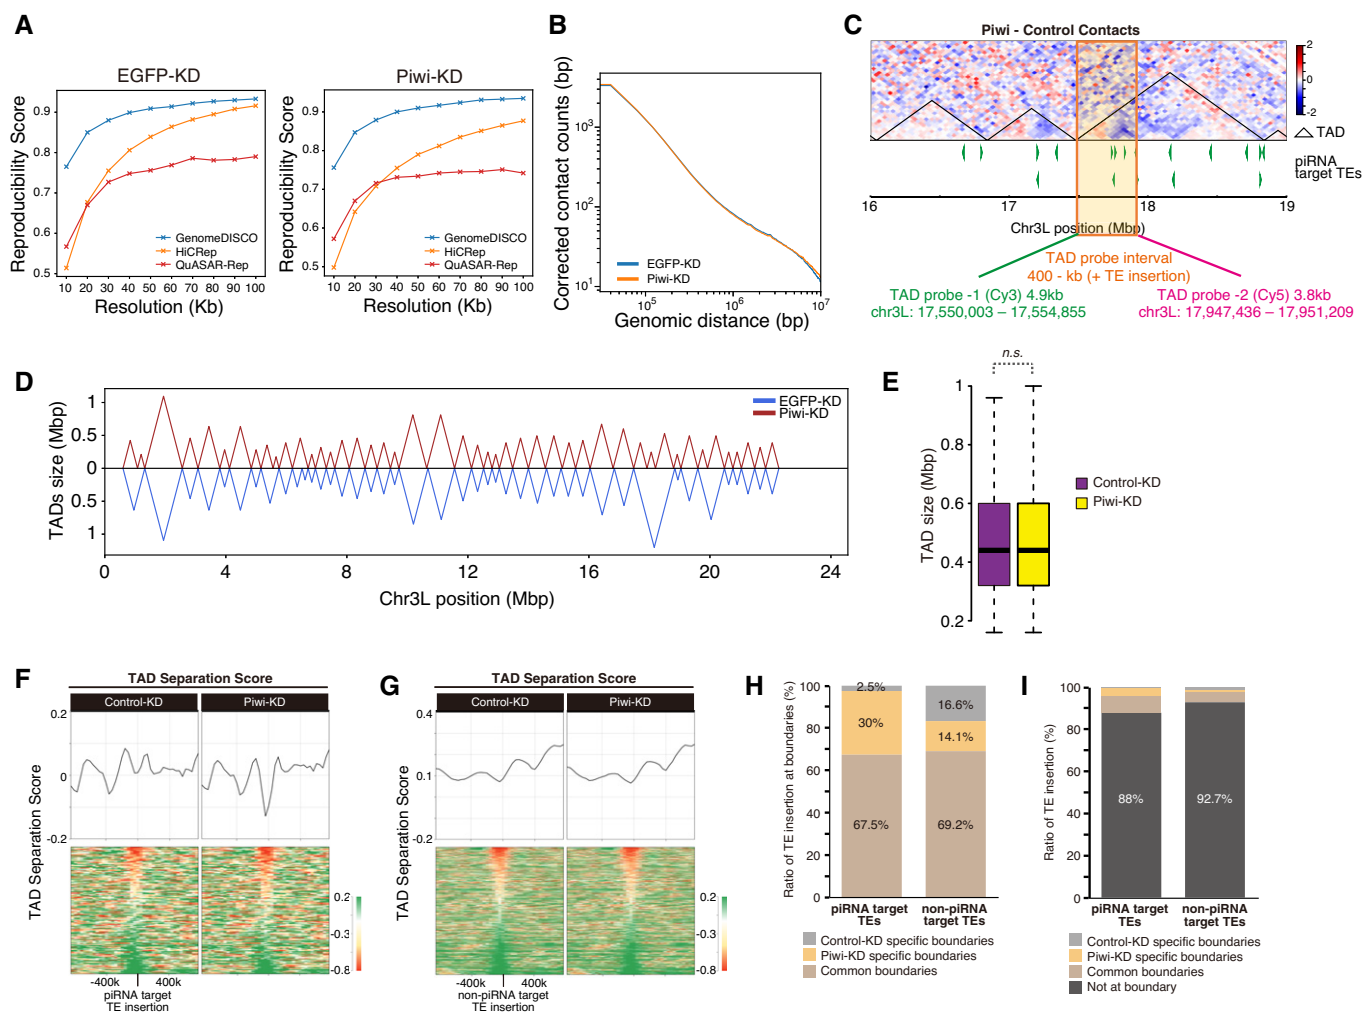

**Figure EV2. Changes in chromatin conformation upon Piwi-depletion.**

- A Evaluation of replicate Hi-C matrix at indicated resolutions. Three different softwares were used to calculate the reproducibility score at each range of resolutions. This analysis indicates that the optimal and stable resolution for the datasets (EGFP-KD and Piwi-KD) is 40K.
- B Relative contact probability (RCP) plot showing corrected contact counts at different genomic ranges, genome widely. RCP values are compared between EGFP (control)-KD (blue) and Piwi-KD (orange) OSCs.
- C Diagram describing the probe design for oligo-FISH detection of intra-TAD interaction. Differential interaction heatmap for 16–19 Mbp of chr3L shown in log<sub>2</sub> fold change. Two probes (TAD probe-1 and TAD probe-2) were designed within the same TAD but apart in the distance about 400 kb (plus TE insertion), and the distance between two TAD probes was measured in order to visualize the changes in intra-TAD interactions.
- D TADs calculated using EGFP (control)-KD (blue) or Piwi-KD (red) Hi-C contacts, for chromosome 3L. Most TADs are common to both EGFP and Piwi-KD, but there are some which have shifted TAD boundaries.
- E Boxplots showing the size of the TADs in EGFP (control)- or Piwi-KD OSCs based on the Hi-C contact dataset. Boxplot whiskers, box, and central band show 1.5 times the inter-quartile range, the first to the third quartile, and median, respectively ( $n = 228$  for Control-KD,  $n = 220$  for Piwi-KD).  $P$ -values were calculated using the Wilcoxon rank-sum test.
- F Average TAD separation score at piRNA target TE insertions for Control (EGFP, left)- or Piwi (right)-KD (upper). Heatmap showing changes in the TAD separation score for each piRNA target TE insertion sites (lower). This analysis, together with control analysis data shown in Fig EV2G, indicates a decrease in separation score upon Piwi-KD occurs specifically at piRNA target TE insertion sites.
- G Average TAD separation score at non-piRNA target TE insertions for Control (EGFP, left)- or Piwi (right)-KD (upper). Heatmap showing changes in the TAD separation score for each piRNA target TE insertion sites (lower).
- H Stacked bar chart showing the ratio of TE insertion at each type of TAD boundary. Boundaries found only in Control (EGFP)-KD OSCs, only in Piwi-KD OSCs, and those common to both KD samples are shown by ratio. This shows that Piwi-KD specific boundaries are enriched with piRNA target TE insertions.
- I Stacked bar chart showing the ratio of TE insertion at each defined genomic region. Boundaries that are found only in Control (EGFP)-KD OSCs, only in Piwi-KD OSCs, and those common to both KD samples are shown together with the ratio of TE insertions which are not located at the boundary. This shows that most of the TE insertions are not located at the TAD boundaries, but rather within TADs.

**Figure EV3. Changes in chromatin state upon Piwi-depletion.**

- A Density plots for normalized H3K9me3, H3K27Ac, H3K4me3, and H1 ChIP-seq signals over consensus sequences of *gypsy*, *mdg1*, and *roo* TEs in EGFP-KD (control) or Piwi-KD cells. ChIP signal depths on EGFP (gray)- and Piwi (red)-KD samples are shown.
- B Metaplots showing H3K9me3, H3K27Ac, H3K4me3, and H1 ChIP-seq signals for genomic regions around euchromatin insertions of *gypsy*, *mdg1*, and *roo* TEs. Fold change in Piwi-KD compared with EGFP (control)-KD is shown for indicated ChIP (red) and input (gray) signals. The y-axis is a log<sub>2</sub> scale.
- C Diagram showing the boxB-λN tethering system. λN-Nxf2 is recruited to the nascent transcript of luciferase reporter via its 14× boxB. The approximate region targeted for ChIP-qPCR is indicated.

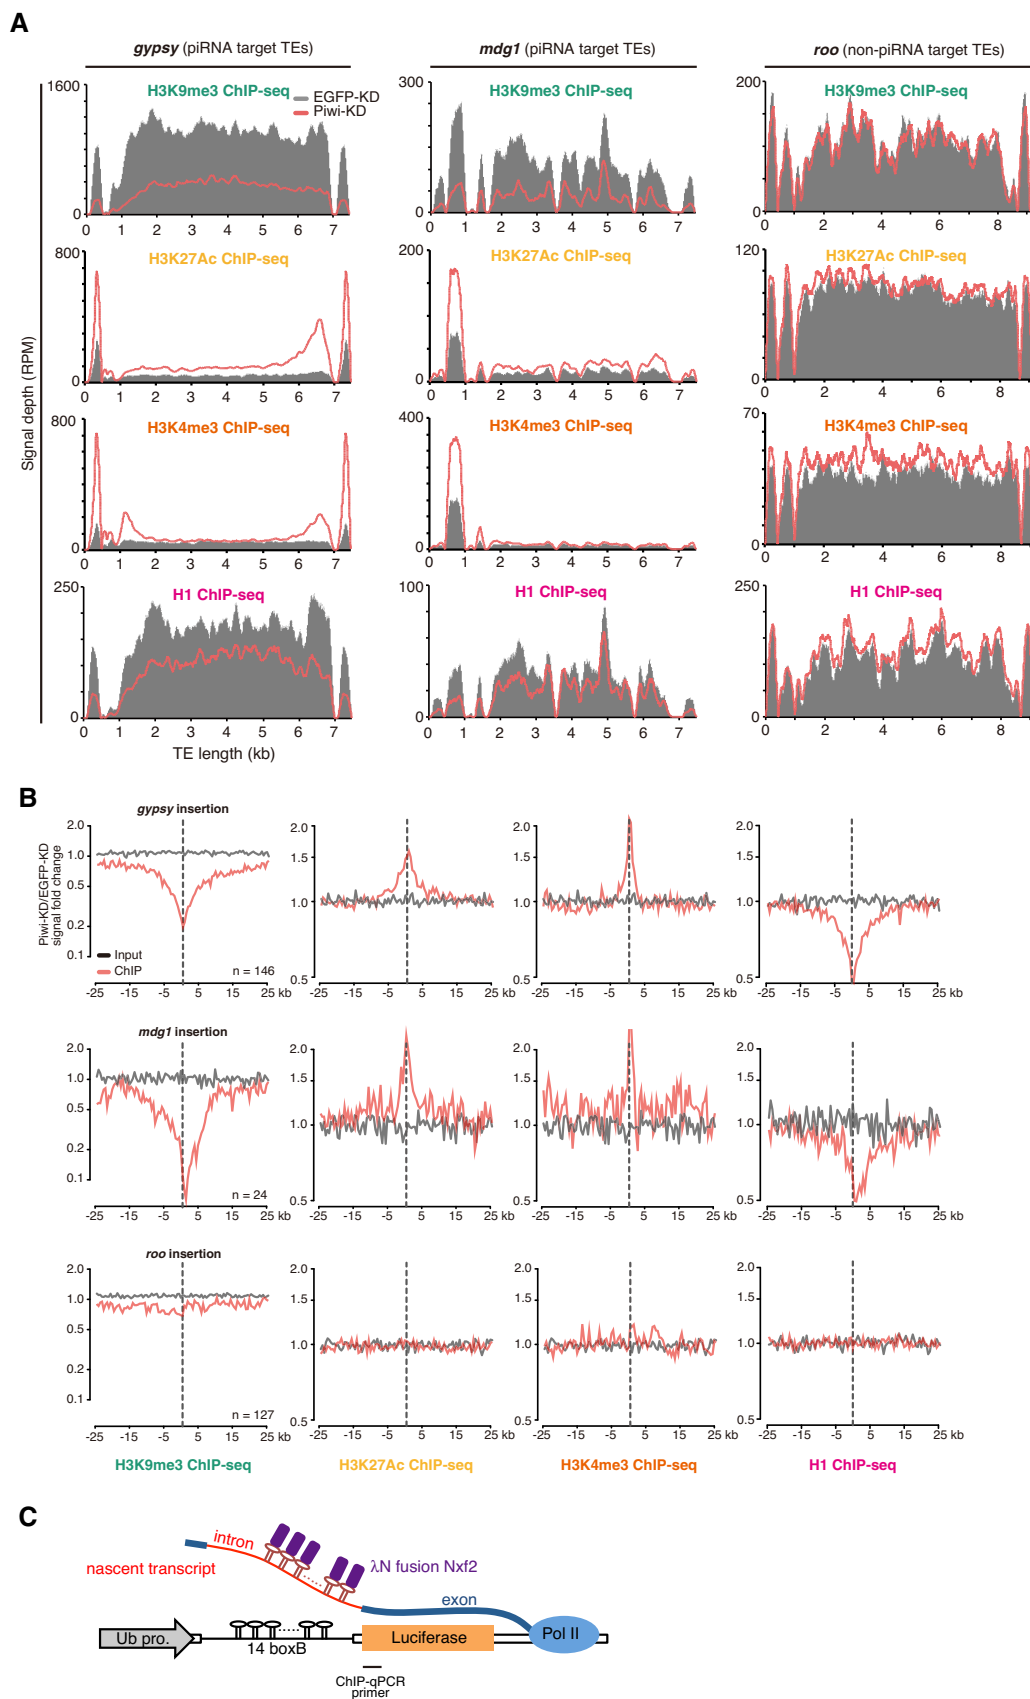

Figure EV3.

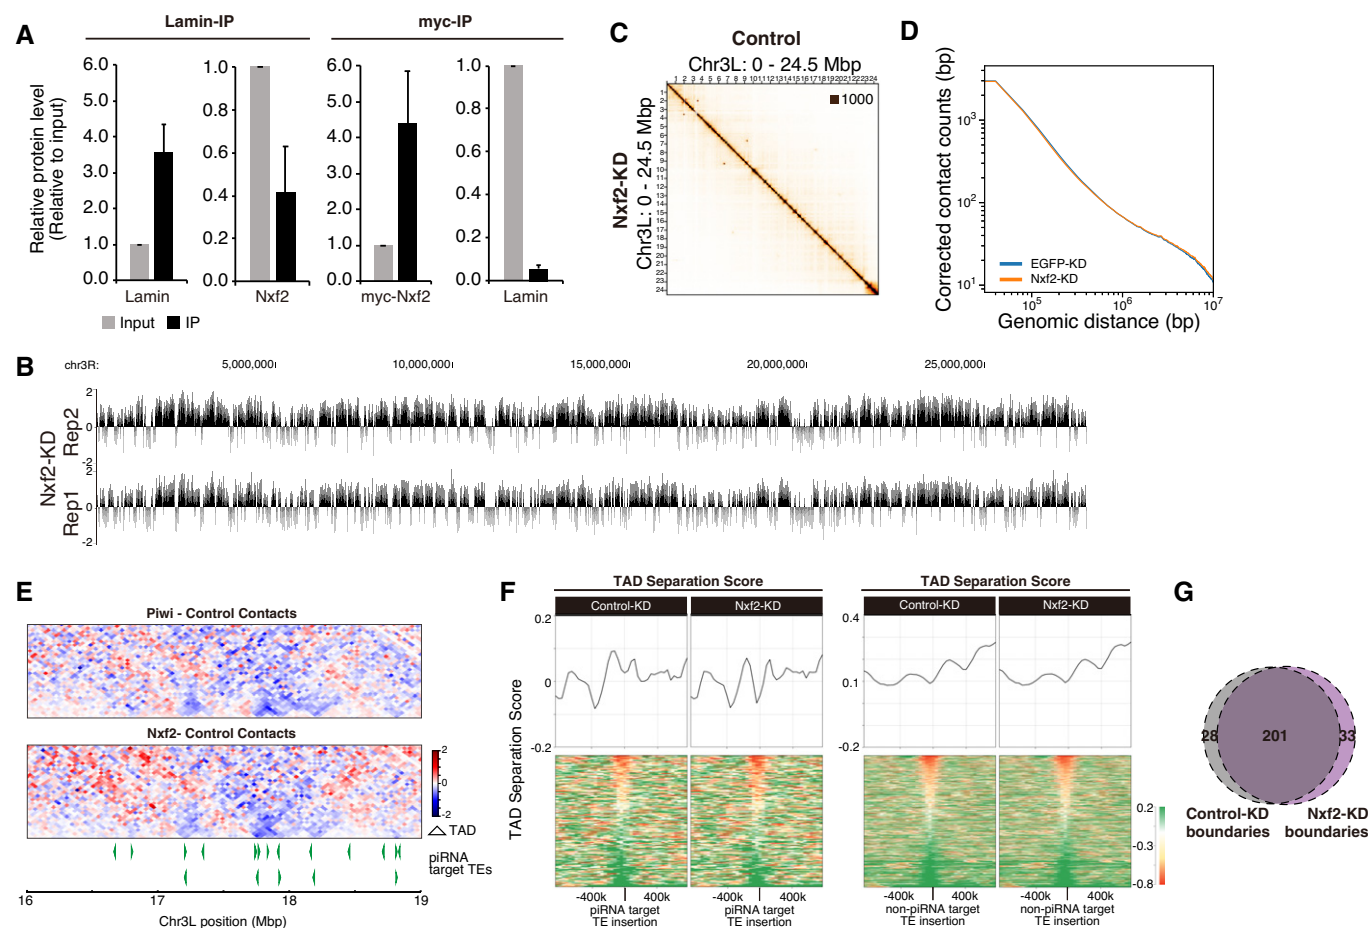

**Figure EV4. Nxf2 regulates nuclear localization and chromatin conformation.**

- A Immunoprecipitation followed by Western blots shown in Fig 5A has been performed in three replicates, and bands were quantified. Error bars indicate SD. The Western blot analysis was reproducible.
- B DamID-seq read distribution of Chr3R chromosome-wide, showing that replicates have highly similar results. Replicates are therefore merged for further analysis.
- C Hi-C interaction matrices of the EGFP-KD (control) and Nxf2-KD OSCs at Chromosome 3L (40 k resolution).
- D Relative contact probability (RCP) plot showing corrected contact counts at different genomic ranges, genome widely. RCP values are compared between EGFP (control)-KD (blue) and Nxf2-KD (orange) OSCs.
- E Differential interaction heatmap for 16–19 Mbp of chr3L upon Piwi-KD or Nxf2-KD shown in log<sub>2</sub> fold change. piRNA target TE insertions are indicated at the bottom (green filled triangles). Comparison between Piwi-KD and Nxf2-KD supports that Piwi and Nxf2 regulate chromatin conformation at the piRNA target region in a similar way.
- F Average TAD separation score at piRNA target TE insertions (left) and non-piRNA target TE insertions (right) for Control (EGFP, left)- or Nxf2 (right)-KD (upper). Heatmap showing changes in the TAD separation score for each piRNA target TE insertion sites (lower). This analysis indicates that a small decrease in separation score occurs upon Nxf2-KD at piRNA target TE insertion sites, as in the case of Piwi-KD.
- G Venn diagram displaying the number of TAD boundaries detected using Control (EGFP)- or Nxf2-KD Hi-C interactions. As in the case of Piwi-KD, only a small portion of boundaries were TAD boundaries observed specifically for Nxf2-KD (33 Nxf2-specific to 201 common boundaries).

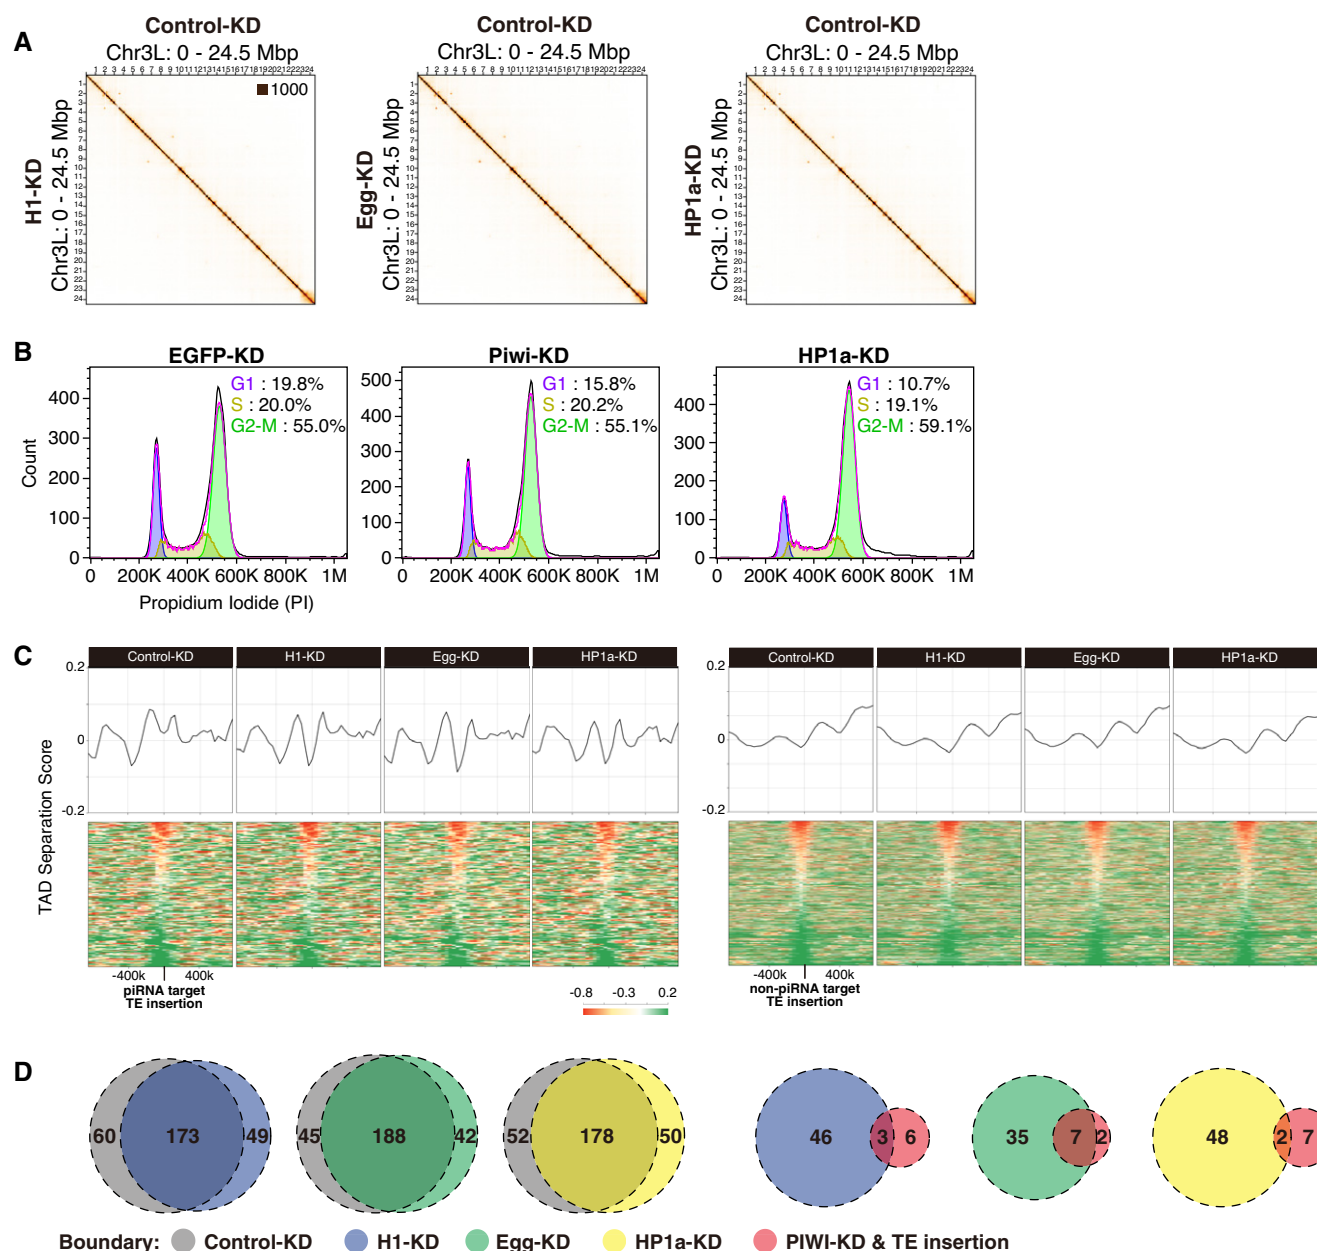

**Figure EV5. Chromatin conformational changes induced by H1, Egg, and HP1a.**

- A Hi-C interaction matrices of the Control (EGFP)-KD and H1 (left)-, Egg (middle)-, or HP1a (right)-KD OSCs at Chromosome 3L (40 k resolution).
- B Cell cycle analysis of OSCs with KD of EGFP (control), Piwi, or HP1a. Correlated dual-variable plots of cell counts versus propidium iodide uptake. The ratio of G1 (purple), S (yellow), and G2-M (green) cell populations is indicated. A decrease in the G1 population and an increase in the G2-M population are observed for HP1a-KD.
- C Average TAD separation score at piRNA target TE insertions and non-piRNA target TE insertions for Control (EGFP)-, H1-, Egg-, or HP1a-KD (upper). Heatmap showing changes in the TAD separation score for each piRNA target TE insertion sites (lower). This analysis indicates that a weak decrease of separation score upon indicated KDs occurs at piRNA target TE insertion sites.
- D Venn diagrams displaying the number of TAD boundaries detected using EGFP- and H1 (left)-, Egg (middle), or HP1a (right)-KD Hi-C interactions (left). Venn diagrams of TAD boundaries detected specifically for H1 (left)-, Egg (middle)-, or HP1a (right)-KD OSC, and TAD boundaries that are Piwi-KD specific and harbor piRNA target TE insertions (right). The number of boundaries observed specifically for H1 and HP1a-KD was relatively high (49 and 50). However, the overlap with Piwi-KD boundaries was low (3 and 7). In the case of Egg-KD, 7 boundaries out of 42 Egg-KD specific boundaries were shared with Piwi-KD specific boundaries.

How the deposited data were processed for this re-analysis (not part of the article)

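Hi-C of OSCs was analysed for 5 knockdowns, Piwi-KD, Nxf2-KD, H1-KD, Egg-KD and HP1a-KD, with 4 Control-KD matrices, since H1-KD and Egg-KD share one. Each of the 9 matrices was merged by the authors from 2 replicates. DamID-seq and ChIP-seq samples were not analysed here.

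The authors cut with HindIII, mapped reads to dm3, built contact matrices of 40-kb bins with HiCExplorer, summed the replicates, removed bins of low and high coverage, corrected the matrix by ICE and scaled matrices of one comparison to each other. The deposited values are a corrected contact signal per bin pair and not counts. Every bin of a matrix has the same total, and ratios of intra-TAD and inter-TAD sums are therefore tied to each other. Recovered contacts were obtained by dividing each value by the factors of its 2 bins, and values under 50 lay within 0.01 of a whole number in 100% of cases. The matrices hold between 25463370 and 73205693 contacts. In matrices drawn from known counts, 100% of entries were recovered.

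Ratios are log2 of the KD value over the Control-KD value of the same series. The change per bin is the log2 ratio of its summed contacts at 40 to 400 kb minus the median of the arm, and a change of 3 control-pair spreads, -0.15, was the limit for a decrease. On simulated data with 50 bins lowered by planted losses at the depth of H1-KD, 40 were found and 0 bins more than 10 bins away. Boundaries were called with windows of 120 to 400 kb. Shared means within 1 bin. TAD changes were converted to Z-scores against all placements of the same size on the arm. Correlations over bins were set beside 10000 circular shifts of each arm, and boundary overlaps beside 1000. Unchanged matrices were simulated by Poisson draws from pooled matrices at the recovered depth, followed by balancing, 20 times per knockdown.

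With merged replicates, no SD between replicates, no n and no p-value can be given. The spread used is the root mean square of the differences between the 6 pairs of Control-KD matrices after scaling to equal totals. It contains differences between experiments as well as counting error.

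The measures, the calling of boundaries, the rule for named loci and all alternatives other than the 4 given below were fixed before the data were examined. The limit of 3 control-pair spreads for a decreased bin, the Z-score limit of -2, the share of most decreased pairs, the shifts of boundaries and the simulations of boundaries and of the intra-TAD and inter-TAD relation were chosen after changes had been seen. Limits of 2 and 4 spreads, a Z-score without the mean taken off, and leaving out bins within 400 kb of a bin kept in 1 of the 2 matrices alone were added as alternatives at that stage or later. Named loci are those the paper gives by coordinate, the 5 regions with the largest decrease and the 3 with the largest increase upon Piwi-KD among bins that changed in the same direction upon Nxf2-KD, and the 3 regions with the largest decrease for each other knockdown. Alternatives were equal totals, observed over expected values, other Control-KD matrices, recovered contacts, single arms, other distance ranges, other boundary settings, TADs of the KD matrix, and bins kept in all matrices, of which there are 2942. Positions of TE insertions, chromosome 4 and heterochromatin outside the arms were not used here, and bins of the arms were not divided into euchromatin and heterochromatin. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.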

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

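The tests of random ligations and of library differences in coverage were set out before their results were seen, and no test in this part was chosen only afterwards. Both signals lie in data the paper does not report on, and each knockdown has 1 merged matrix, so no matrix was compared with replicates of its own condition.

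The share of contacts between different chromosomes was 8.53% in HP1a-KD and 11.03% in its Control-KD, below the 4 Control-KD matrices, which ranged from 10.41% to 12.57% and had a control-pair spread of 1.30. It was 8.52% on bins kept in all matrices and 8.31% in recovered contacts. A lower share of random ligations would lower contacts between chromosomes and very distant contacts within arms alike. The log2 change between arms of different chromosomes had a median of -0.40, from -0.50 to -0.18 over the pairs of arms, while contacts within arms over 10 Mb changed by 0.008, a difference of 0.41. Pairs of Control-KD matrices had a root mean square of 0.25 for this difference, reaching 0.315, so random ligations and an effect of HP1a depletion cannot be told apart. The cell cycle change that the paper reports for HP1a-KD stays open as well and was not tested.

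Coverage before ICE, taken from recovered contacts, changed by more than 0.3 on the log2 scale in 113 bins upon HP1a-KD, 109 of them upwards. Pairs of Control-KD matrices had at most 21 such bins, which argues against library differences of the size seen without a knockdown. H1-KD had 19 such bins, Egg-KD 6, and Piwi-KD and Nxf2-KD 1 each. The longest runs, picked after their values were seen, lie from 23760001 to 24200000 on 3L with a mean of 0.44, from 21960001 to 22400000 on X with 0.41 and from 22480001 to 22840000 on 2L with 0.48. Digestion or fixation that differed in these regions, copy number, and an effect of HP1a depletion stay open and were not tested. Whether the runs lie in heterochromatic parts of the arms was not examined.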

How the results depend on the processing

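The limits of 2 and 4 control-pair spreads, the Z-score without the mean taken off and the leaving out of bins near a bin kept in 1 matrix were chosen only after the results had been seen. Each result was recomputed with 1 choice changed at a time. A value was called unchanged when it moved by less than the control-pair spread, and a count when it stayed within 1.5 times. Of 617 recomputed values that answer a comparison, 452 stayed within that range and 165 moved, and of 690 for single distances and loci, 490 stayed and 200 moved. Those that answer a comparison and moved are given below, each followed by the value as reported, and the cause was not tested unless stated. No paired analysis was possible because the replicates were merged into 1 matrix per knockdown, and for the same reason leaving out a replicate could not be run. Contacts of chromosome 4 and of heterochromatin outside arms X, 2L, 2R, 3L and 3R could not be examined, since the matrices hold these arms alone. Heterochromatin within the arms was not set apart. No value of a comparison moved with TADs of the KD matrix, at least 80 kb between boundaries, bins at least 1 Mb from arm ends, bins kept in all matrices, boundaries shared within 2 bins, or bins near a bin kept in 1 matrix left out, which gave 60 for Piwi-KD bins with decreased short-range contacts and 33 for bins decreased in Piwi-KD and Nxf2-KD. Single arms, and bins with 1 bin on each side, were tried for single distances and loci alone.

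With the Nxf2 series Control-KD the values were Egg-KD TADs with low intra-TAD Z-score 7 from 13, Egg-KD long-range change on 3L 0.016 from 0.27, Egg-KD mean inter-TAD change -0.042 from 0.16, Egg-KD mean intra-TAD Z-score 0.11 from -0.245, Egg-KD mean intra-TAD change 0.048 from 0.28, Egg-KD share of contacts between chromosomes minus Control-KD -2.20 from -0.043, H1-KD bins with decreased short-range contacts 296 from 125, H1-KD mean intra-TAD Z-score -0.14 from -0.50, H1-KD share of contacts between chromosomes minus Control-KD -1.44 from 0.715, H1-KD short-range change on 3L 0.21 from 0.014, HP1a-KD bins with decreased short-range contacts 351 from 133, HP1a-KD mean intra-TAD change 0.090 from 0.29, HP1a-KD share of contacts between chromosomes minus Control-KD -4.04 from -2.51, Piwi-KD TADs with low intra-TAD Z-score 6 from 12, Piwi-KD bins with decreased short-range contacts 190 from 63, Piwi-KD short-range change on 3L 0.17 from 0.008, bins decreased in Piwi-KD and H1-KD 47 from 14, bins decreased in Piwi-KD and HP1a-KD 37 from 12, correlation of Piwi-KD and Egg-KD changes 0.24 from 0.605, correlation of Piwi-KD and HP1a-KD changes 0.60 from 0.26.

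On recovered contacts the values were Egg-KD TADs with low intra-TAD Z-score 4 from 13, Egg-KD bins with decreased short-range contacts 46 from 94, Egg-KD long-range change on 3L 0.072 from 0.27, Egg-KD mean inter-TAD change -0.041 from 0.16, Egg-KD mean intra-TAD change 0.029 from 0.28, Egg-KD short-range change on 3L -0.145 from 0.076, H1-KD TADs with low intra-TAD Z-score 3 from 21, H1-KD correlation of intra-TAD and inter-TAD change 0.26 from -0.61, H1-KD mean intra-TAD Z-score -0.25 from -0.50, H1-KD specific boundaries 14 from 39, HP1a-KD TADs with low intra-TAD Z-score 2 from 8, HP1a-KD correlation of intra-TAD and inter-TAD change 0.56 from -0.39, HP1a-KD long-range change on 3L -0.23 from -0.12, HP1a-KD mean inter-TAD change -0.24 from -0.095, HP1a-KD mean intra-TAD change 0.17 from 0.29, Nxf2-KD TADs with low intra-TAD Z-score 6 from 17, Nxf2-KD bins with decreased short-range contacts 14 from 76, Nxf2-KD correlation of intra-TAD and inter-TAD change -0.015 from -0.59, Piwi-KD TADs with low intra-TAD Z-score 1 from 12, Piwi-KD bins with decreased short-range contacts 14 from 63, Piwi-KD correlation of intra-TAD and inter-TAD change 0.27 from -0.68, Piwi-KD specific boundaries shared with H1-KD 4 from 8, Piwi-KD specific boundaries shared with HP1a-KD 12 from 20, TAD median size in kb Control-KD 720 from 320, TAD median size in kb Piwi-KD 520 from 320, TAD number Control-KD 110 from 324, TAD number Piwi-KD 141 from 333, bins decreased in Piwi-KD and Egg-KD 6 from 32, bins decreased in Piwi-KD and H1-KD 4 from 14, bins decreased in Piwi-KD and HP1a-KD 5 from 12, bins decreased in Piwi-KD and Nxf2-KD 4 from 36, correlation of H1-KD and Egg-KD changes -0.051 from 0.23, correlation of Piwi-KD and Egg-KD changes 0.31 from 0.605, correlation of Piwi-KD and Nxf2-KD changes 0.405 from 0.755.

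At a limit of 2 control-pair spreads the values were Egg-KD bins with decreased short-range contacts 240 from 94, H1-KD bins with decreased short-range contacts 329 from 125, HP1a-KD bins with decreased short-range contacts 407 from 133, Nxf2-KD bins with decreased short-range contacts 178 from 76, Piwi-KD bins with decreased short-range contacts 163 from 63, bins decreased in Piwi-KD and Egg-KD 93 from 32, bins decreased in Piwi-KD and H1-KD 54 from 14, bins decreased in Piwi-KD and HP1a-KD 58 from 12, bins decreased in Piwi-KD and Nxf2-KD 105 from 36.

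At a limit of 4 control-pair spreads the values were Egg-KD bins with decreased short-range contacts 48 from 94, H1-KD bins with decreased short-range contacts 42 from 125, HP1a-KD bins with decreased short-range contacts 33 from 133, Nxf2-KD bins with decreased short-range contacts 26 from 76, Piwi-KD bins with decreased short-range contacts 24 from 63, bins decreased in Piwi-KD and Egg-KD 13 from 32, bins decreased in Piwi-KD and H1-KD 4 from 14, bins decreased in Piwi-KD and HP1a-KD 0 from 12, bins decreased in Piwi-KD and Nxf2-KD 13 from 36.

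On observed over expected values the values were Egg-KD bins with decreased short-range contacts 163 from 94, Egg-KD long-range change on 3L -0.022 from 0.27, Egg-KD mean inter-TAD change -0.004 from 0.16, Egg-KD mean intra-TAD Z-score 0.065 from -0.245, Egg-KD mean intra-TAD change 0.001 from 0.28, H1-KD bins with decreased short-range contacts 320 from 125, H1-KD long-range change on 3L -0.018 from 0.15, H1-KD mean inter-TAD Z-score -0.047 from 0.775, HP1a-KD long-range change on 3L -0.010 from -0.12, HP1a-KD mean inter-TAD Z-score -0.041 from -0.64, HP1a-KD mean inter-TAD change -0.005 from -0.095, HP1a-KD mean intra-TAD Z-score 0.31 from 0.060, HP1a-KD mean intra-TAD change 0.033 from 0.29, Nxf2-KD long-range change on 3L -0.005 from 0.082, Piwi-KD TADs with low intra-TAD Z-score 20 from 12, Piwi-KD bins with decreased short-range contacts 116 from 63, Piwi-KD long-range change on 3L -0.003 from 0.084, bins decreased in Piwi-KD and Egg-KD 58 from 32, bins decreased in Piwi-KD and H1-KD 37 from 14, bins decreased in Piwi-KD and HP1a-KD 23 from 12.

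Taking short-range as 80 to 400 kb the values were Egg-KD bins with decreased short-range contacts 208 from 94, H1-KD bins with decreased short-range contacts 344 from 125, Piwi-KD bins with decreased short-range contacts 145 from 63, bins decreased in Piwi-KD and Egg-KD 72 from 32, bins decreased in Piwi-KD and H1-KD 48 from 14, bins decreased in Piwi-KD and HP1a-KD 38 from 12, bins decreased in Piwi-KD and Nxf2-KD 68 from 36.

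With the HP1a series Control-KD the values were Egg-KD long-range change on 3L -0.035 from 0.27, Egg-KD mean inter-TAD change -0.14 from 0.16, Egg-KD mean intra-TAD change 0.16 from 0.28, Egg-KD short-range change on 3L -0.15 from 0.076, H1-KD long-range change on 3L 0.032 from 0.15, H1-KD mean inter-TAD change -0.029 from 0.046, H1-KD mean intra-TAD change 0.047 from -0.053, Nxf2-KD mean inter-TAD change -0.067 from 0.029, Nxf2-KD mean intra-TAD Z-score -0.39 from -0.15, Nxf2-KD mean intra-TAD change 0.076 from -0.028, Nxf2-KD share of contacts between chromosomes minus Control-KD 1.56 from 0.026, Nxf2-KD short-range change on 3L -0.20 from -0.027, Piwi-KD bins with decreased short-range contacts 113 from 63, Piwi-KD long-range change on 3L -0.044 from 0.084, Piwi-KD mean intra-TAD change 0.075 from -0.016, bins decreased in Piwi-KD and H1-KD 30 from 14, bins decreased in Piwi-KD and HP1a-KD 24 from 12, correlation of Piwi-KD and HP1a-KD changes 0.60 from 0.26.

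With the Piwi series Control-KD the values were Egg-KD long-range change on 3L 0.083 from 0.27, Egg-KD mean inter-TAD change -0.081 from 0.16, Egg-KD mean intra-TAD change 0.066 from 0.28, Egg-KD short-range change on 3L -0.16 from 0.076, HP1a-KD bins with decreased short-range contacts 58 from 133, HP1a-KD mean intra-TAD change 0.11 from 0.29, Nxf2-KD TADs with low intra-TAD Z-score 2 from 17, Nxf2-KD short-range change on 3L -0.20 from -0.027.

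At the same total within arms the values were Egg-KD long-range change on 3L 0.060 from 0.27, Egg-KD mean inter-TAD change -0.058 from 0.16, Egg-KD mean intra-TAD change 0.065 from 0.28, Egg-KD short-range change on 3L -0.14 from 0.076, HP1a-KD long-range change on 3L -0.215 from -0.12, HP1a-KD mean inter-TAD change -0.19 from -0.095, HP1a-KD mean intra-TAD change 0.20 from 0.29.

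Without the mean taken off in the Z-score the values were Egg-KD mean inter-TAD Z-score 4.835 from 0.009, Egg-KD mean intra-TAD Z-score 7.89 from -0.245, H1-KD mean inter-TAD Z-score 1.435 from 0.775, H1-KD mean intra-TAD Z-score -1.195 from -0.50, HP1a-KD mean inter-TAD Z-score -2.32 from -0.64, HP1a-KD mean intra-TAD Z-score 3.19 from 0.060, Nxf2-KD mean inter-TAD Z-score 1.21 from 0.31, Nxf2-KD mean intra-TAD Z-score -0.85 from -0.15, Piwi-KD mean intra-TAD Z-score -0.535 from 0.018.

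With the diagonal left out the values were Egg-KD mean intra-TAD change 0.21 from 0.28.

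Without a rank-sum filter the values were Egg-KD specific boundaries 30 from 49, Piwi-KD specific boundaries shared with HP1a-KD 11 from 20.

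If shared meant the same bin the values were Egg-KD specific boundaries 80 from 49, H1-KD specific boundaries 71 from 39, Nxf2-KD specific boundaries 54 from 31, Piwi-KD specific boundaries 60 from 38.

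Taking long-range as over 4 Mb the values were H1-KD long-range change on 3L 0.24 from 0.15, Piwi-KD long-range change on 3L 0.16 from 0.084.

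Taking short-range as 40 to 200 kb the values were HP1a-KD bins with decreased short-range contacts 216 from 133, HP1a-KD short-range change on 3L 0.22 from 0.093, bins decreased in Piwi-KD and H1-KD 23 from 14.

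Counting inter-TAD contacts with all chromosomes the values were HP1a-KD mean inter-TAD change -0.17 from -0.095.

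With the H1 and Egg series Control-KD the values were HP1a-KD mean intra-TAD change 0.11 from 0.29, Nxf2-KD TADs with low intra-TAD Z-score 5 from 17, Nxf2-KD mean intra-TAD Z-score -0.345 from -0.15, Nxf2-KD share of contacts between chromosomes minus Control-KD 2.18 from 0.026, Nxf2-KD short-range change on 3L -0.18 from -0.027, Piwi-KD bins with decreased short-range contacts 114 from 63, bins decreased in Piwi-KD and H1-KD 30 from 14, bins decreased in Piwi-KD and HP1a-KD 20 from 12.

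Using windows of 200 to 800 kb the values were Piwi-KD specific boundaries shared with Egg-KD 11 from 19.

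At a delta of 0.05 the values were Piwi-KD specific boundaries shared with H1-KD 5 from 8, Piwi-KD specific boundaries shared with HP1a-KD 13 from 20.

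Recovered contacts keep the coverage of each bin, so boundaries and TADs called on them follow coverage as well. Intra-TAD and inter-TAD values on recovered contacts belong to these newly called TADs, not to those of the corrected matrices. A lower or higher limit changes counts by construction. Depth limits single bin pairs most, and the H1-KD matrix has 39.1% of its listed bin pairs at 1 contact. The HP1a-KD matrix holds more contacts and has 41.3%, so this share does not follow depth alone.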

Differences from the paper's values

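Shared boundaries were more numerous here. For Piwi-KD, 300 were shared, against the paper's 187. Of the alternatives set before the data were examined, requiring the same bin gave 278 and windows of 200 to 800 kb gave 244, both within 1.5 times the paper's number, and the other alternatives stayed further away. For Nxf2-KD, 306 were shared, against the paper's 200, and the number came within that factor with the same bin required, at 283, with windows of 200 to 800 kb, at 237, with a delta of 0.05, at 287, and with the Control-KD matrix of the Piwi series, at 297, of the H1 and Egg series, at 297, or of the HP1a series, at 299, but not with the others. For H1-KD, Egg-KD and HP1a-KD, 287, 299 and 287 were shared, against about 170, about 190 and about 180 in the paper's Fig EV5D, read by eye. Requiring the same bin gave 255, 268 and 261 and windows of 200 to 800 kb gave 227, 235 and 228, and the other alternatives stayed further away.

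The number of TADs in Piwi-KD was 333, against the paper's 220. A delta of 0.05 gave 314 and windows of 200 to 800 kb gave 270, and the other alternatives did not come within 1.5 times.

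The mean Z-scores were read by eye from the paper's dot plots. For Egg-KD the intra-TAD mean was -0.25, against about 6 in the paper's Fig 6D, and the inter-TAD mean 0.01, against about 4 in Fig 6E. No alternative set before the data were examined closed these gaps. Leaving the mean of same-size regions in the Z-score, a setting chosen after seeing the values, gave 7.89 and 4.83, which also differ from the paper's, and it moved H1-KD to -1.20 within TADs and HP1a-KD to 3.19 within and -2.32 between TADs, away from the paper's. For H1-KD the intra-TAD mean was -0.50, against about -0.3 in Fig 6D. It came within the control-pair spread with observed over expected values, at -0.47, recovered contacts, at -0.25, TADs of the KD matrix, at -0.33, windows of 200 to 800 kb, at -0.43, the diagonal left out, at -0.41, and the Control-KD matrices of the HP1a, Nxf2 and Piwi series, at -0.36, -0.14 and -0.39, but not with equal totals. For HP1a-KD the intra-TAD mean was 0.06, against about 0.3 in Fig 6D, and observed over expected values gave 0.31 and the Nxf2 series Control-KD 0.11, the others staying apart. Its inter-TAD mean was -0.64, against about 0 in Fig 6E, and observed over expected values gave -0.04, recovered contacts -0.35, and the Control-KD matrices of the H1 and Egg, Nxf2 and Piwi series -0.37, -0.33 and -0.48, while the others did not close the gap.

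The paper describes a global loss of short-range interactions upon Egg-KD and HP1a-KD and, in its next sentence, an increase that is strongest for HP1a-KD. Here contacts at 80 kb changed by 0.26 upon HP1a-KD, and by 0.169 with equal totals, unlike the first of these statements. Other values with equal totals go with it. At 400 kb the change was -0.202 upon HP1a-KD and -0.225 upon Egg-KD, where control pairs ran from -0.15 to 0.205. Of these, only the Egg-KD value was larger in size than every control pair. The Egg-KD short-range change on 3L was -0.139 with equal totals and 0.076 as deposited. The paper reports a slight intra-TAD decrease for HP1a-KD centred on TE insertions, whose positions were not used here. The mean log2 change over all TADs, with and without TEs, was 0.29 as deposited. It was 0.20 with equal totals and 0.033 on observed over expected values. These measures differ, so the paper's decrease was not tested. It reports more new boundaries than in Piwi-KD especially for H1-KD and HP1a-KD, while here Piwi-KD had 38, H1-KD 39, Egg-KD 49 and HP1a-KD 54.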

Other observations

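The tests on control pairs for decreased bins and boundaries, on the intra-TAD and inter-TAD relation, on the Egg-KD scale, on contacts between decreased bins beyond the gain of each bin, and on shared sequence between 2L and 3R were chosen only after the results had been seen, as was the coverage test across series, which replaced one on bins picked and measured in the same matrices.

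The 36 bins that lost short-range contacts upon both Piwi-KD and Nxf2-KD had a median change of -0.20 upon Piwi-KD. Counting noise does not account for them, since simulated comparisons without a change gave 0 shared bins. Control pairs that share no matrix had at most 1 bin in common. In each such comparison, however, 1 of the pairs had at most 6 bins past the limit on either side. An overlap of 36 was therefore out of reach, and that test does not decide on library differences. None of the 36 bins was beyond the limit in a control pair. A change in coverage that ICE divided out was tested on bins picked in one series and measured in the other, which shares no matrix with it. Coverage before ICE rose by 0.09 in Nxf2-KD at the 63 bins of Piwi-KD and by 0.071 in Piwi-KD at the 76 bins of Nxf2-KD, above every one of 1000 circular shifts, so coverage contributes to the change after ICE. Recovered contacts at 40 to 400 kb changed by -0.064 and -0.071, below every shift, the lowest of which were -0.022 and -0.032, and below every control pair without the Control-KD of the picking series, at -0.01 and -0.026 or higher. This excludes coverage as the whole cause. At the limit used after ICE, 4 bins were decreased in both knockdowns on recovered contacts, so the number of loci rests on the correction. A loss of contacts at these loci upon depletion of either protein is a hypothesis, and what raised their coverage stays open.

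The negative relation between intra-TAD and inter-TAD change may follow from equal bin totals. Simulated comparisons without a change reached -0.70 for Piwi-KD, as low as the observed -0.68. On recovered contacts the correlation of Piwi-KD was 0.27, over TADs called anew on those contacts. The relation over all TADs therefore cannot serve as evidence that contacts move from within TADs to between TADs, though it does not exclude such a shift at single TADs.

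Bins that lost short-range contacts upon Piwi-KD were also examined in the Nxf2 series for contacts with other arms. These rose by 0.076, above 100.0% of circular shifts, but equal bin totals impose such a gain, so a move of contacts and the correction cannot be told apart. Contacts of these bins with each other on different arms rose by 0.107, above 99.7% of shifts, which would have counted in favour of a preference for each other under the test as first set out. That test was replaced after its result was seen, because it does not separate such a preference from the gain of each bin with all other arms. Beyond that gain, contacts between the bins changed by -0.07, above 7.5% of shifts, the bulk of which lay from -0.089 to 0.048, so a preference too weak for this test and no preference cannot be told apart.

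Higher Egg-KD values at most distances may reflect the scale of that matrix. With equal totals the highest ratio from 400 kb to 4 Mb was -0.002, and the lowest, -0.225 at 400 kb, was below the lowest control pair, -0.15. At 10 Mb a ratio of 0.12 remained, above the control-pair spread of 0.092 but below the highest control pair, 0.14, so a rise at 10 Mb beyond the scale of the matrix and differences between Control-KD matrices cannot be told apart.

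Each of the 5 knockdowns had more specific boundaries than every simulated comparison without a change, so counting noise alone is excluded. Control pairs reached 33. With their own Control-KD, the 31 of Nxf2-KD lie within that range, Piwi-KD, H1-KD and Egg-KD within 1.5 times it, and the 54 of HP1a-KD above that. Other controls change this: the Nxf2-KD specific boundaries numbered 38 to 40, the Egg-KD specific boundaries 51 to 55, past 1.5 times, and the HP1a-KD specific boundaries 46 with the H1 and Egg series Control-KD. Library differences and the knockdown therefore cannot be told apart for the boundaries of any single knockdown.

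H1-KD and Egg-KD share a Control-KD, and their changes per bin had a Pearson correlation of 0.23. Other Control-KD matrices set against that control in pairs had correlations of 0.27, 0.07 and -0.20, so the observed value lies within the range that this shared control gives without a knockdown. Shared counting error alone accounts for 0.04 in units of the correlation.

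Bins of 2L and 3R had high contact values in all 9 matrices, which the paper does not report. The bin pair at 9520001 to 9560000 on 2L and 27800001 to 27840000 on 3R held 736 to 3007 recovered contacts, 302 to 495 times the mean of pairs between these arms. Values fell off with distance on both arms, with Spearman correlations of -0.65 or lower over 1 Mb, which argues against sequence shared between single bins. On 2L the mean was 23.2 to 37.2 times the arm mean in the 1 Mb before the bin and 4.2 to 6.0 times after it. If a rearrangement joined 2L to 3R, contacts within 2L across this position would be reduced. They were 0.46 to 0.53 of the value expected from distance, and at most 0.4% of positions on the arms had a lower value in any matrix. A rearrangement carried by these cells is a candidate explanation. It is present in Control-KD and knockdowns alike and no other evidence for it was examined.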
